# Generation of allogeneic and xenogeneic functional muscle stem cells for intramuscular transplantation

**DOI:** 10.1172/JCI166998

**Published:** 2024-05-07

**Authors:** Ajda Lenardič, Seraina A. Domenig, Joel Zvick, Nicola Bundschuh, Monika Tarnowska-Sengül, Regula Furrer, Falko Noé, Christine L. Trautmann, Adhideb Ghosh, Giada Bacchin, Pjeter Gjonlleshaj, Xhem Qabrati, Evi Masschelein, Katrien De Bock, Christoph Handschin, Ori Bar-Nur

**Keywords:** Muscle biology, Stem cells, Movement disorders, Skeletal muscle, iPS cells

## Abstract

Satellite cells, the stem cells of skeletal muscle tissue, hold a remarkable regeneration capacity and therapeutic potential in regenerative medicine. However, low satellite cell yield from autologous or donor-derived muscles hinders the adoption of satellite cell transplantation for the treatment of muscle diseases, including Duchenne muscular dystrophy (DMD). To address this limitation, here we investigated whether satellite cells can be derived in allogeneic or xenogeneic animal hosts. First, injection of CRISPR/Cas9-corrected *Dmd^mdx^* mouse induced pluripotent stem cells (iPSCs) into mouse blastocysts carrying an ablation system of host satellite cells gave rise to intraspecies chimeras exclusively carrying iPSC-derived satellite cells. Furthermore, injection of genetically corrected DMD iPSCs into rat blastocysts resulted in the formation of interspecies rat-mouse chimeras harboring mouse satellite cells. Notably, iPSC-derived satellite cells or derivative myoblasts produced in intraspecies or interspecies chimeras restored dystrophin expression in DMD mice following intramuscular transplantation and contributed to the satellite cell pool. Collectively, this study demonstrates the feasibility of producing therapeutically competent stem cells across divergent animal species, raising the possibility of generating human muscle stem cells in large animals for regenerative medicine purposes.

## Abstract 2

Therapeutically competent mouse muscle stem cells generated in rats restore dystrophin expression in a mouse model of Duchenne muscular dystrophy.

## Introduction

Muscle degeneration denotes the loss of skeletal muscle mass as a consequence of pathological conditions in the form of sarcopenia, cachexia, or muscular dystrophies (1, 2). Following muscle insult, quiescent satellite cells orchestrate a myogenic regeneration program through activation and differentiation into transit-amplifying myoblasts that differentiate into fusion-competent myocytes that merge with damaged multinucleated muscle fibers for tissue repair (3, 4). This stepwise differentiation process is characterized by upregulation of specific transcription factors, including paired box 7 (*Pax7*) in satellite cells, myogenic differentiation 1 (*Myod1*) in myoblasts, and myogenin (*Myog*) in differentiated muscle cells (3, 4). During this regeneration process, a portion of activated satellite cells returns to quiescence, reforming a new satellite cell reservoir (3, 4).

Duchenne muscular dystrophy (DMD) is the most common and currently incurable muscular dystrophy. It arises due to a mutation in the dystrophin gene, which encodes a large structural protein that connects skeletal muscle fibers to the extracellular matrix (2, 5, 6). In patients with DMD, lack of dystrophin renders muscle fibers highly susceptible to breakage due to muscle contraction forces, resulting in increased regeneration cycles by satellite cells (2). However, continuous erosion of myofibers gradually exhausts the regeneration capacity of satellite cells, resulting in muscle fiber replacement with fibrotic and adipogenic tissues over time (7). As a consequence of skeletal muscle wasting, patients with DMD become wheelchair dependent during childhood and consequently succumb to untimely death due to cardiorespiratory complications usually in the second or third decade of life (7).

A variety of therapeutic interventions are currently being explored for their capacity to restore dystrophin expression (8). Such efforts include gene therapy using overexpression of micro-dystrophin or correction of the DMD mutation by CRISPR/Cas9, typically through the use of adeno-associated viruses (AAVs) (8). While promising, these approaches still raise concerns, including AAV toxicity, genomic integration, or DNA breakage, as well as unfavorable immunological responses against repeated AAV treatment or Cas9 (9–13). Alternatively, cell-based therapies have been extensively explored for their potential to restore dystrophin expression in DMD animal models by injection of myogenic stem or progenitor cells into dystrophic muscles (14–16). Such trials aim to add healthy myonuclei to dystrophic myofibers through cell fusion for dystrophin restoration (16, 17). Early endeavors in the 1990s, utilizing healthy myoblasts to restore dystrophin expression in patients with DMD, were unsuccessful, albeit more recent trials reported better outcomes (18–20). In a different disease, myoblast transplantation has been successful in improving the condition of patients with oculopharyngeal muscular dystrophy in a phase I clinical trial (21).

Several reasons have been proposed for the unfavorable outcome of cell-based therapy in skeletal muscle tissue, including immunological rejection of transplanted cells, donor-derived cell death upon transplantation, limited engraftment only around the injection site, and more (14, 15). One notable explanation has been that myoblasts lose in vivo engraftment capabilities following extensive in vitro expansion (22). Therefore, major efforts have been directed toward finding means to augment the engraftment potential of myoblasts, or seeking additional expandable myogenic cell types that can efficiently restore dystrophin expression in vivo following intramuscular injection in DMD animal models (14–16). Several notable examples include induced pluripotent stem cell–derived (iPSC-derived) myogenic precursor cells, teratoma-derived muscle stem cells, or directly reprogrammed induced myogenic progenitor cells (23–28). However, satellite cells are still widely considered one of the most potent cell types capable of restoring dystrophin expression, since low numbers of satellite cells can efficiently engraft and regenerate muscles in vivo (22, 29–32). With respect to treating patients with DMD, harvesting sufficient numbers of satellite cells from donor-derived muscles poses a major challenge for cell-based therapy (14).

Blastocyst complementation represents a sophisticated technology that enables the creation of specific cell types, tissues, or organs from donor-derived pluripotent stem cells (PSCs) (33). To this end, PSCs such as embryonic stem cells (ESCs) or iPSCs are injected into blastocysts that carry genetic mutations that impede the formation of specific cell types or organs in animal chimeras, thereby enabling exclusive generation from injected PSCs (33). In recent years, this approach has been utilized to produce cells and organs in intraspecies mouse-mouse or pig-pig chimeras (33). Notably, this technique has been demonstrated in an interspecies manner, through the production of cell types or organs in xenogeneic animal hosts, including pancreas, bone marrow, blood vasculature, kidneys, thymi, or germ cells in mice or rats (34–42). However, generation of genetically corrected interspecies muscle stem cells in different animal species has not been reported (33). Here, we set out to combine cellular reprogramming, genome engineering, and in vivo differentiation of PSCs in mouse-mouse and rat-mouse chimeras to generate genetically corrected mouse muscle stem cells that can be exploited to treat DMD by restoring dystrophin expression in dystrophic mice.

## Results

### Substantial production of ESC-derived satellite cells in intraspecies mouse chimeras.

We commenced our study by setting out to explore whether ESCs can exclusively produce satellite cells in intraspecies chimeras generated using mouse blastocysts carrying *Pax7^Cre/ERT2^* and *Rosa26^loxSTOPlox–Diphtheria^ ^toxin^ ^A^* (*Rosa26^lsl-DTA^*) homozygous alleles (43, 44). As satellite cells uniquely express *Pax7* in skeletal muscles (45), this system ensures specific ablation of host-derived satellite cells following tamoxifen injection, and can potentially provide a vacant niche receptive for ESC-derived satellite cell colonization in skeletal muscles of chimeras (Figure 1A). To address this question, we employed lentivirus-transduced red fluorescent protein–positive KH2-ESCs (RFP^+^ ESCs), which have been previously reported to contribute robustly to mouse chimerism (Figure 1, A and B) (36, 46). Of note, prior to blastocyst injections, RFP^+^ ESCs were cultured for 5 days in enhanced culture medium to increase chimeric contribution (47). Altogether, we performed 3 blastocyst injection rounds that gave rise to 28 out of 58 (48%) chimeric offspring, based on genotyping for the RFP allele and presence of agouti coat color emanating from RFP^+^ ESCs (Figure 1, C and D, and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI166998DS1). Furthermore, the mice carried the *Rosa26^lsl-DTA^* allele as expected (Supplemental Figure 1A). Next, we sought to assess whether we can exploit the genetic system to ablate host satellite cells in newborn pups, aiming to create a vacant niche receptive for reconstitution with ESC-derived satellite cells during postnatal growth. To this end, we performed tamoxifen injections in 3-day-old chimeric and non-chimeric pups for 3 consecutive days. This early developmental time point was chosen because it is characterized by rapid muscle growth associated with a high proliferation rate of endogenous PAX7^+^ satellite cells (48). Over a course of 3 weeks after birth, we observed no increase in body weight in tamoxifen-injected non-chimeric *Pax7^Cre/ERT2^*; *Rosa26^lsl-DTA^* animals, whereas the non-injected non-chimeric animals gained weight gradually (Figure 1, D and E). Notably, intraspecies *Pax7^Cre/ERT2^*; *Rosa26^lsl-DTA^*/RFP^+^ ESC chimeras showed a gradual body weight increase, even when subjected to tamoxifen injections on postnatal days 3–5, suggesting a rescue by the contribution of injected ESCs (Figure 1, D and E).

To confirm satellite cell ablation in mice, we harvested leg muscles from a non-chimeric *Pax7^Cre/ERT2^*; *Rosa26^lsl-DTA^* mouse subjected to tamoxifen injections as well as a non-injected control animal. We solely detected PAX7-expressing satellite cells in non–tamoxifen-injected muscle sections, although not in muscles of an injected mouse (Figure 1F). Next, we observed that RFP^+^ ESCs contributed extensively to skeletal muscle tissue in chimeras, as muscle sections exhibited prominent RFP expression in resident muscle cells, independent of host satellite cell ablation (Figure 1G). We then assessed whether all PAX7^+^ satellite cells expressed the RFP reporter in these muscle sections. Unexpectedly, we detected PAX7^+^ satellite cells that were RFP negative, suggesting that either host satellite cells persisted in muscles following tamoxifen injections, or that transgene silencing occurred in ESC-derived satellite cells (Figure 1H). To assess which hypothesis is correct, we FACS-purified RFP-negative or -positive CD45^–^CD31^–^SCA1^–^ITGA7^+^ satellite cells from muscles of chimeras subjected to host satellite cell ablation (Figure 1I and Supplemental Figure 1, B–D) (49). Surprisingly, we detected both RFP^+^ and RFP^–^ satellite cell populations following satellite cell ablation and we were further able to generate both RFP^+^ and RFP^–^ myoblast lines from chimeric muscles (Figure 1, I and J). Importantly, PCR analysis for RFP revealed that both the RFP^+^ and RFP^–^ cell populations contained the RFP transgene, indicating that lentiviral vector silencing may have occurred in ESC-derived satellite cells (Figure 1K). Collectively, in this first preliminary trial, we established a system that enables host satellite cell ablation in intraspecies chimeras and successfully generated satellite cells and myoblasts from donor-derived ESCs. However, lentiviral transgene silencing may have occurred in ESC-derived satellite cells, raising a need for an alternative transgenic labeling system that allows distinguishing between host- and donor-derived satellite cells.

### Exclusive generation of genetically corrected DMD iPSC-derived satellite cells in chimeras.

Given the encouraging results involving production of ESC-derived satellite cells in intraspecies chimeras, we next sought to evaluate whether a similar approach may enable exclusive production of therapeutically competent and gene-edited satellite cells and myoblasts from the well-established *Dmd^mdx^* mouse model (50). Specifically, we set out to explore whether we can derive and genetically correct *Dmd^mdx^* iPSCs that carry a *Pax7–nuclear* *GFP* (*Pax7-nGFP*) satellite cell-specific genetic reporter (51). We then aimed to utilize corrected *Dmd^mdx^*; *Pax7-nGFP* iPSCs to exclusively generate functional satellite cells from iPSCs in intraspecies chimeras following host satellite cell ablation (Figure 2A).

As the first step, we crossed homozygous *Dmd^mdx^* female mice with homozygous *Pax7-nGFP* males and derived mouse embryonic fibroblast (MEF) lines. Since the dystrophin gene is located on the X chromosome, all male MEF lines inherited the *Dmd^mdx^* mutation from the females and were heterozygous for the *Pax7-nGFP* allele. Reprogramming to pluripotency was performed using a polycistronic *STEMCCA* cassette together with small molecule treatment (Supplemental Figure 2A) (52, 53). Following manual picking, selection, and propagation of iPSC clones, we were able to establish *Dmd^mdx^*; *Pax7-nGFP* iPSCs that expressed well-known pluripotency markers (Supplemental Figure 2, A–C).

Next, we set out to correct the dystrophin mutation in exon 23 of *Dmd^mdx^*; *Pax7-nGFP* iPSCs by employing a previously described CRISPR/Cas9 exon-skipping-based strategy that results in a restored reading frame (Supplemental Figure 2, D and E) (54). To this end, we engineered and utilized a single plasmid that encodes Cas9, guide RNAs, and a puromycin selection cassette (Supplemental Figure 2D). Transfection and antibiotic selection led to the generation of edited *Dmd^mdx^*; *Pax7-nGFP* iPSC clones (Figure 2B). We confirmed successful editing of dystrophin in one of these clones at the DNA level by PCR and Sanger sequencing (Figure 2, C and D). To further validate whether *Dmd^mdx^*; *Pax7-nGFP* iPSCs were successfully edited, we employed an established in vitro–directed differentiation protocol of PSCs into myotubes (23, 55). Within 3 weeks, this effort led to the generation of contractile myotubes from gene-edited *Dmd^mdx^*; *Pax7-nGFP* iPSCs, demonstrating successful reframing of dystrophin at the mRNA level (Figure 2, E–G). Furthermore, we detected by immunostaining dystrophin^+^ myotubes solely in WT ESCs and gene-edited *Dmd^mdx^*; *Pax7-nGFP* iPSCs subjected to the differentiation protocol, but not in unedited *Dmd^mdx^*; *Pax7-nGFP* iPSC–derived myotubes (Supplemental Figure 2F).

Based on these results, we proceeded to inject karyotypically normal (*n* = 40) gene-edited *Dmd^mdx^*; *Pax7-nGFP* iPSCs into *Pax7^Cre/ERT2^*; *Rosa26^lsl-DTA^* blastocysts, producing 36 pups (Figure 2, A and B, and Supplemental Figure 2G). As both the iPSCs and host blastocysts harbored genes that encode black coat color, we employed genotyping for the *Pax7-nGFP* transgene to assess for chimerism, revealing that 21 out of 36 (58%) of the offspring were chimeric (Figure 2, H and I). We then injected chimeras with tamoxifen on postnatal days 3–5 and harvested skeletal muscles from injected and non-injected chimeras at 5 or more weeks of age, aiming to assess the number of *Pax7*-nGFP*^+^* satellite cells in muscles with and without host satellite cell ablation (Figure 2A). Remarkably, we detected *Pax7*-nGFP*^+^* satellite cells in chimeras following satellite cell ablation; however, we also observed an appreciable number of *Pax7*-nGFP^+^ satellite cells in non-injected chimeras, suggesting that cell ablation was not critical for derivation of donor iPSC–derived satellite cells in chimeras (Figure 2, J and K). FACS-purified satellite cells were then isolated from both tamoxifen-injected and non-injected chimeras, giving rise to *Pax7*-nGFP^+^ myoblast lines (Supplemental Figure 2, H and I). Importantly, we confirmed that all examined *Pax7*-nGFP^+^ myoblast lines solely carried a correctly edited dystrophin gene (Supplemental Figure 2J).

The observation that comparable numbers of edited *Dmd^mdx^*; *Pax7-nGFP* satellite cells were generated in tamoxifen-injected and non-injected chimeras prompted us to explore the extent to which PAX7^+^ cell ablation may enhance iPSC contribution to the satellite cell niche. To this end, we analyzed additional chimeras that have been treated with and without tamoxifen injections, and purified satellite cells by FACS from their skeletal muscles using established surface markers (CD45^–^CD31^–^SCA1^–^ITGA7^+^) (Figure 2L and Supplemental Figure 2, K and L) (49). In this way, we determined that most ITGA7^+^ satellite cells were GFP^+^, both with and without tamoxifen administration (Figure 2, L and M, and Supplemental Figure 2, K–M). We then plated CD45^–^CD31^–^SCA1^–^ITGA7^+^ satellite cells and observed that nearly all myoblasts were GFP^+^ (Supplemental Figure 2N). Importantly, all examined ITGA7^+^ satellite cell–derived myoblast lines obtained from chimeras contained only the genetically corrected dystrophin allele, corroborating that indeed all satellite cells were derived from gene-edited *Dmd^mdx^*; *Pax7-nGFP* iPSCs (Figure 2N).

Next, we performed molecular characterization of chimera-derived edited *Dmd^mdx^*; *Pax7-nGFP* myoblasts, documenting nearly homogeneous GFP expression in these lines (Supplemental Figure 3, A and B). 

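RNA was sequenced from 3 myoblast lines, numbered 66, 67 and 72, derived from satellite cells of mouse-mouse chimeras made with the gene-edited Dmd-mdx; Pax7-nGFP iPSCs. The paper describes the sequenced myoblasts as FACS-purified, so levels of genes tied to the sort may in part reflect that selection. Myoblasts are the proliferating progeny of satellite cells in culture. The 3 lines form 1 condition with n = 3, and the sample labels do not give the tamoxifen treatment or the chimera of each line. Libraries of myoblasts from Pax7-nGFP mice and of Pax7-nGFP MEFs were not analysed here, so no test between conditions was run and every value given describes the edited lines alone. The libraries were stranded and made from poly-A-enriched RNA. For each of 121798 transcripts, the authors deposited an estimated count, which need not be whole because a read that fits several transcripts is split between them, and a TPM value, the estimated count divided by the effective length of the transcript and scaled to 1000000 per library. The estimated counts sum to 73274315 in line 66, 66972426 in line 67 and 70272367 in line 72. The paper's text does not name the program, the genome build or the annotation behind these values, and the Supplemental Methods were not used here. Gene names were assigned by matching transcript identifiers to GENCODE release M21 of the GRCm38 mouse genome, which held 120686 of them (99.1%). The 1112 transcripts without a match carried between 0.493% and 0.535% of the estimated counts of a library and were left out. TPM values were then summed over the transcripts of each gene, which gave 12497, 12403 and 12548 genes with at least 1 TPM in lines 66, 67 and 72. With these depths, a count of 0 leaves room for up to 3 reads, or 0.0409, 0.0448 and 0.0427 CPM (counts scaled to a library total of 1000000) in lines 66, 67 and 72. Such limits cover counting error only, since PCR copies counted without molecular identifiers are not independent molecules.

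The 3 libraries were compared before they were averaged. Across the 8428 genes with a mean of at least 10 TPM, the Pearson correlation of log2(TPM + 1) was 0.977 between lines 66 and 67, 0.975 between lines 66 and 72, and 0.986 between lines 67 and 72. These correlations are across genes, which are not independent replicates. Between 73 and 110 of the 8428 genes were more than 2-fold apart in a pair of lines, where a simulation of counting noise alone, without the differences between separately grown and prepared samples, gave 0. The biological coefficient of variation common to all genes, fitted by edgeR on counts rounded to whole numbers, was 0.207. A chi-square comparison of the gene counts gave between 54.9 and 90.6 per degree of freedom for the 3 pairs, so no library was listed under more than 1 line. This comparison does not show how far replicates of 1 line would differ. The pair count depended most on the filter for low genes, and rose to as many as 273 genes when every gene with a mean of at least 1 TPM was included.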

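Levels of 12 myoblast markers, chosen from general knowledge, were read first for the myogenic transcription factors. Pax7, the satellite cell factor after which the Pax7-nGFP reporter is named (chromosome 4, 139737062 to 139833528 on GRCm38), had 144 ± 9.02 TPM (SD, n = 3 lines). Myf5 (chromosome 10, 107482908 to 107486134) had 109 ± 10.9 TPM (SD, n = 3), and Myod1 (chromosome 7, 46376474 to 46379099) had 690 ± 107 TPM (SD, n = 3). Myod1 ranked above 99.2% of the genes detected in at least 1 line, Pax7 above 95.7% and Myf5 above 94.2%. In each of the 3 lines, Myod1 was the highest of these genes and Myf5 the lowest. Among the surface and structural markers, Chrna1 had 526 ± 10.8 TPM, Des 494 ± 15.0 TPM and Itga7, which encodes a surface marker used to purify satellite cells, 288 ± 20.5 TPM (SD, n = 3 each). Sdc4, Cdh15, Megf10, Vcam1 and Fgfr4 had mean levels between 31.3 and 209 TPM. The exception was Msc, with 22, 4 and 3 estimated counts in lines 66, 67 and 72 and a mean of 0.222 TPM. Myf5 and Itga7 lie on chromosome 10, whose genes had a median log2 ratio of 0.28 in line 66 relative to the other lines.

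**Figure D1:**
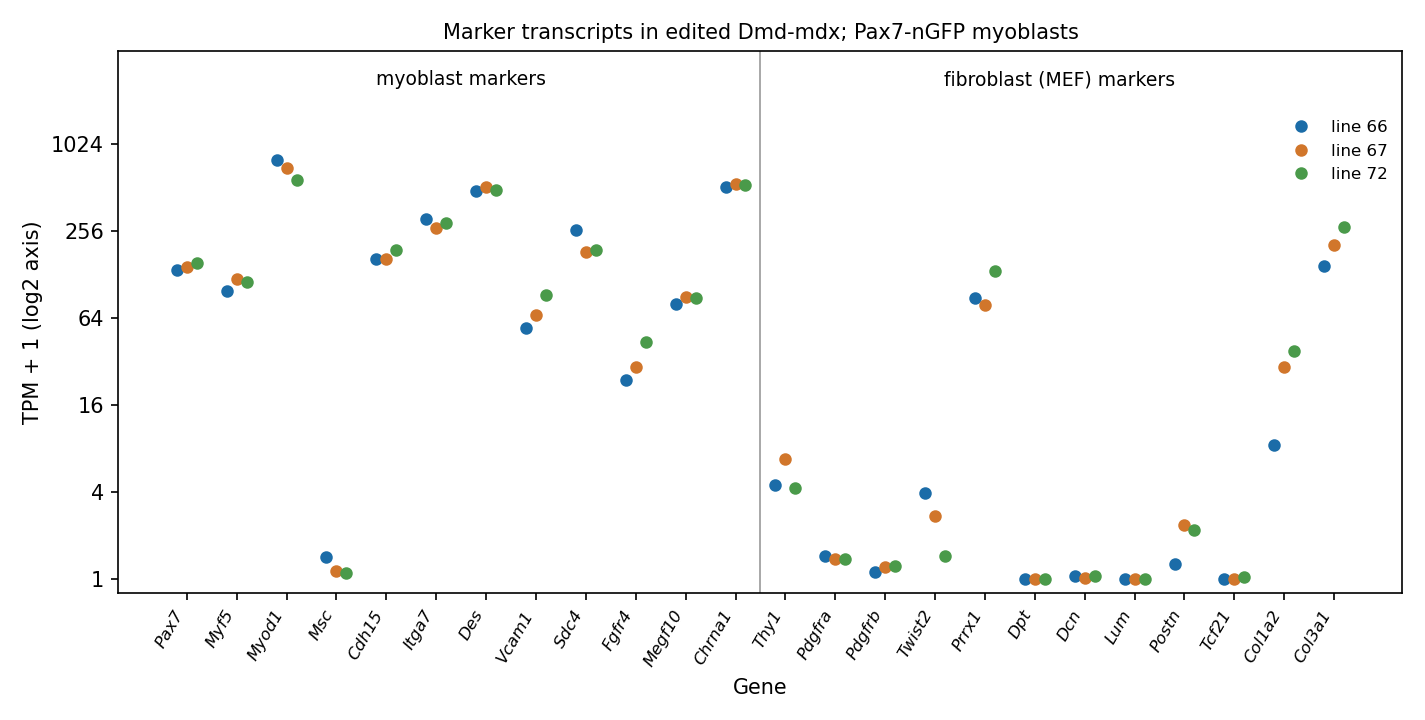
TPM + 1 of each myoblast marker (left) and each fibroblast marker (right) on a log2 axis, with 1 point for each of the 3 lines. Apart from Msc, each myoblast marker lies above 20 TPM in every line, whereas Prrx1, Col1a2 and Col3a1 are the only fibroblast markers that pass 10 TPM in any line.

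The median of the 12 myoblast markers on the log2(TPM + 1) scale was 7.22 in line 66, 7.26 in line 67 and 7.41 in line 72 (mean 7.30 ± 0.10, SD, n = 3). In each line it lay above all of 10000 random lists of 12 detected genes, whose middle 95% ended at 4.27, 4.31 and 4.35. With each line left out in turn, the mean stayed between 7.24 and 7.34. Replacing TPM by CPM, which does not correct for transcript length, moved it most, to 8.74. A list of 12 fibroblast markers, chosen in the same way to stand for genes active in MEFs, had a median of 0.44, 0.86 and 0.50 in lines 66, 67 and 72, within the range of random lists (28.8, 45.6 and 30.0 percent of the random lists lay below it). This place depends on the background, since the fibroblast list lay below all random lists in every line when these were drawn from genes with a mean of at least 1 TPM, whereas the myoblast list stayed above all of them. Its members were not uniformly low. Col3a1 had 207 ± 62.3 TPM, Prrx1 99.3 ± 29.8 TPM and Col1a2 24.3 ± 15.2 TPM (SD, n = 3 each), with Col1a2 on chromosome 6, whose genes had a median log2 ratio of 0.15 in line 72 relative to the other lines. In contrast, Lum and Dpt had a count of 0 in every line and Dcn had at most 4 counts. The myoblast list exceeded the fibroblast list by 6.78, 6.40 and 6.91 in lines 66, 67 and 72 (mean 6.70 ± 0.26, SD, n = 3; exact sign-flip test, two-sided p = 0.25, the smallest p that 3 lines allow). The lines also held transcripts of dividing and of differentiating cells. The median of 10 cell cycle genes was 6.83 ± 0.34 and that of 14 genes of differentiated muscle was 6.49 ± 0.40 (SD, n = 3 each), and both lists lay above all random lists in every line. Myog, which marks the start of differentiation, rose from 168 TPM in line 66 to 222 TPM in line 67 and 310 TPM in line 72. The median of 10 markers of quiescent satellite cells was 2.53 ± 0.86 (SD, n = 3). Its members ranged from Calcr, with at most 3 counts in any line, to Sdc3, with a mean of 132 TPM, and Notch3 (34.8 TPM) and Gas1 (22.4 TPM) were also above 10 TPM in every line.

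**Figure D2:**
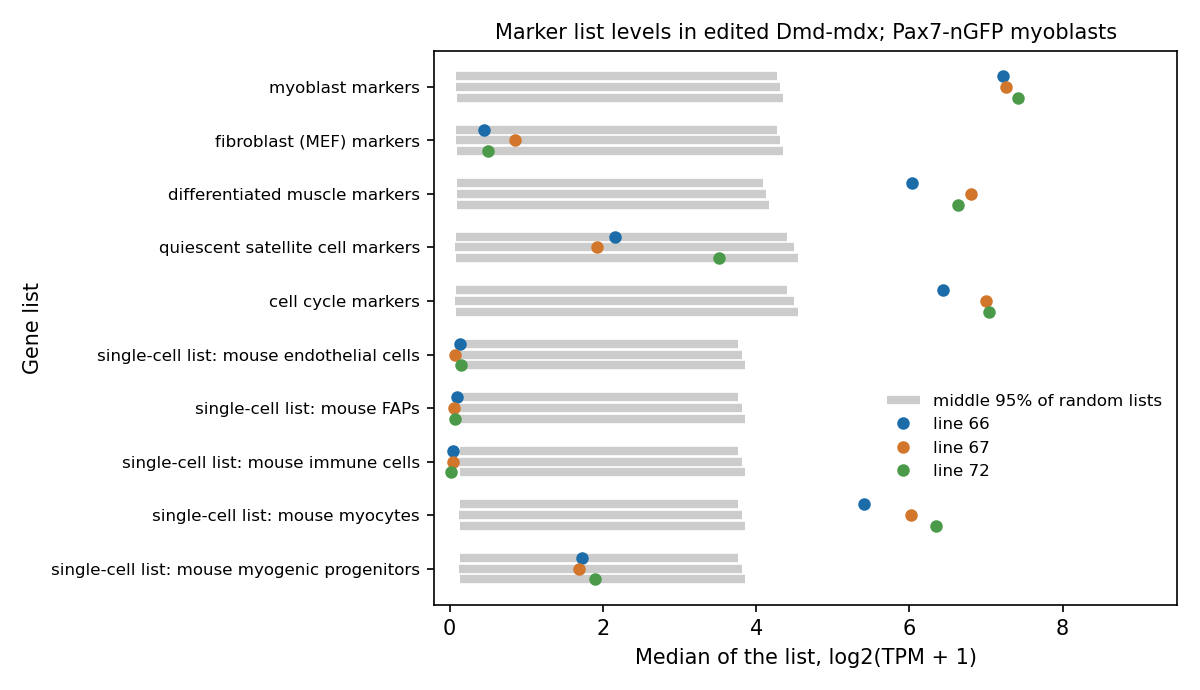
Median log2(TPM + 1) of 10 of the gene lists in each of the 3 lines (points), with the middle 95% of 10000 random lists of the same size drawn from detected genes (grey bars). Of the lists plotted, those of myoblast markers, differentiated muscle, cell cycle and mouse myocytes lie to the right of the bars in every line.

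The top 20 markers that the authors list for mouse cell clusters in Supplemental Data Set 1, defined by scRNA-seq of other samples, were read in the same libraries. The median of the myogenic progenitor list was above that of immune cells by 1.68 (permutation test across genes, p = 9e-05, adjusted p = 0.00036), that of endothelial cells by 1.62 (permutation p = 0.0052, adjusted p = 0.01) and that of fibro-adipogenic progenitors by 1.63 (permutation p = 0.021, adjusted p = 0.028). It was below that of myocytes (difference -4.23, permutation p = 0.037, adjusted p = 0.037), and each of these directions was found in all 3 lines. The p-values are two-sided and Benjamini-Hochberg adjusted over these 4 comparisons, and genes are not independent replicates. Gene levels were averaged over the 3 lines before the medians were taken, so the differences need not equal those between line-wise medians. With CPM in place of TPM, the difference from myocytes was -2.85 (permutation test, adjusted p = 0.39), whereas its adjusted p lay between 0.025 and 0.046 under the other alternatives. Of the 20 genes in the progenitor list, 9 had at least 10 TPM in every line, among them Myod1, Myf5 and Chrna1, and 7 were below 1 TPM in every line, among them S100b and Ptprz1. The median of this list lay within the middle 95% of random lists of detected genes in every line, and below all random lists when these were drawn from genes with a mean of at least 1 TPM. The paper states how the myogenic markers of these lines compare with other myoblasts and with MEFs (Supplemental Figure 3, C–E), a comparison between cell types that the values given here do not contain.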

Bulk RNA-seq analysis of FACS-purified myoblasts revealed elevated expression of myoblast-related myogenic markers, similar to FACS-purified myoblasts that were derived from *Pax7-nGFP* mice, and much higher than in *Pax7-nGFP* MEFs (Supplemental Figure 3, C–E) (56). We then differentiated edited *Dmd^mdx^*; *Pax7-nGFP* myoblasts into myotubes and observed downregulation of the *Pax7-nGFP* reporter expression (Supplemental Figure 3F). PCR and cDNA sequencing of the myotubes revealed faithful correction of the dystrophin mutation (Supplemental Figure 3, G and H). Notably, we observed dystrophin protein expression only in *Pax7-nGFP* and edited *Dmd^mdx^*; *Pax7-nGFP* myoblast–derived myotubes, but not in unedited *Dmd^mdx^*; *Pax7-nGFP* myoblast–derived myotubes, albeit all expressed myosin heavy chain (MYHC) (Supplemental Figure 3I). Collectively, these results imply that gene-edited iPSCs are the cell of origin of satellite cells isolated from muscles of intraspecies chimeras. Surprisingly, efficient satellite cell derivation was also observed in the absence of host satellite cell ablation.

### An alternative system enabling exclusive satellite cell generation in intraspecies chimeras.

The unexpected results thus far pointed toward exclusive satellite cell generation with and without host PAX7^+^ cell ablation during postnatal growth in chimeras. We hypothesize that, in this instance, the gene-edited iPSCs contributed robustly to muscles and the satellite cell pool in chimeras, rendering postnatal host satellite cell ablation dispensable for iPSC-derived muscle stem cell colonization. However, discerning low- or high-grade chimerism based on coat color was challenging, as the iPSCs and host blastocysts gave rise to mice with dark coat color, such that visually distinguishing between them was unfeasible (Figure 2A). Alternatively, leakiness of the Cre enzyme from the *Pax7* promoter in the absence of tamoxifen administration may have led to the ablation of host satellite cells in chimeras. To address these experimental challenges, we opted to assess the contribution of gene-edited *Dmd^mdx^*; *Pax7-nGFP* iPSCs in 2 additional chimera models: (i) albino *Rosa26^lsl-DTA^* blastocysts (i.e., no Cre expression), and (ii) constitutive *Pax7^Cre^*; *Rosa26^lsl-DTA^* blastocysts, wherein PAX7-expressing cells are ablated at the embryonic stage, and do not require tamoxifen injections to induce Cre expression (Figure 3A) (57). This effort has led to the production of 4 *Dmd^mdx^*; *Pax7-nGFP*/albino *Rosa26^lsl-DTA^* low- and high-grade chimeras and 1 non-chimeric mouse (Figure 3, B and C). In addition, in 2 injection rounds of iPSCs into *Pax7^Cre^*; *Rosa26^lsl-DTA^* blastocysts, we generated 11 *Dmd^mdx^*; *Pax7-nGFP*/*Pax7^Cre^*; *Rosa26^lsl-DTA^* chimeras that all carried the *Pax7-nGFP* allele; however, we did not obtain non-chimeric animals (Figure 3, B and C, and Supplemental Figure 4A). This remarkably suggests that blastocyst complementation with iPSCs was critical for embryo survival. To corroborate this hypothesis, we transferred 63 non-injected *Pax7^Cre^*; *Rosa26^lsl-DTA^* blastocysts into foster female mice and did not observe live births, indicating that ablation of PAX7-expressing cells during embryonic development was detrimental to survival (Supplemental Figure 4, B and C).

Next, we harvested and analyzed skeletal muscles from *Dmd^mdx^*; *Pax7-nGFP*/*Rosa26^lsl-DTA^* and *Dmd^mdx^*; *Pax7-nGFP*/*Pax7^Cre^*; *Rosa26^lsl-DTA^* chimeras. Similar to prior trials (Figure 2), we aimed to evaluate the number of iPSC-derived *Pax7*-nGFP^+^ cells out of the total CD45^–^CD31^–^SCA1^–^ITGA7^+^ satellite cells in muscles (Supplemental Figure 2, K and L). In control *Pax7-nGFP* mice, approximately 85% of the CD45^–^CD31^–^SCA1^–^ITGA7^+^ cells were also *Pax7*-nGFP^+^, suggesting that most, but not all, ITGA7^+^ cells express the *Pax7-nGFP* reporter (Figure 3, D and E). Notably, this percentage was similar in complemented chimeras and significantly lower in non-complemented chimeras, which exhibited a variation in *Pax7-nGFP* expression in accordance with the degree of coat color chimerism (Figure 3, D and E). Consistent with this result, PCR analysis for dystrophin revealed a prominent presence of the corrected allele in muscle resident cells that have been purified by FACS from complemented chimeras, and substantially less in non-complemented chimeras (Figure 3F). We then set out to purify *Pax7*-nGFP^+^ satellite cells from complemented chimeras by FACS and confirmed that the percentage of *Pax7*-nGFP^+^ cells in their skeletal muscles was similar to that of *Pax7-nGFP* mice (Figure 3, G–J). We further confirmed that these *Pax7*-nGFP^+^ myoblasts maintained reporter expression in vitro and carried only the gene-edited dystrophin allele (Figure 3, K and L). Importantly, myotubes derived from these *Pax7*-nGFP^+^ myoblasts downregulated reporter expression and were positive for dystrophin, thus unequivocally demonstrating their genetic correction (Figure 3M and Supplemental Figure 4D). In summary, using an alternative genetic system and through blastocyst complementation with iPSCs, we demonstrate overcoming fetal lethality associated with PAX7^+^ cell ablation during embryonic development. These findings have enabled exclusive generation of iPSC-derived satellite cells in intraspecies chimeras that could give rise to myoblasts and derivative myotubes that expressed dystrophin.

### Dystrophin restoration in DMD mice using intraspecies chimera–derived satellite cells and myoblasts.

For cell-based therapy, the capacity of muscle stem cells to fuse and repair damaged muscle fibers in addition to contributing cells to the satellite cell reservoir is of key importance (16). As such, we sought to evaluate whether intraspecies iPSC–derived muscle stem cells can restore dystrophin expression in DMD mice following intramuscular cell transplantation (Figure 4A). To this end, we explored whether edited satellite cells and derivative myoblasts, generated in complemented *Dmd^mdx^*; *Pax7-nGFP*/*Pax7^Cre^*; *Rosa26^lsl-DTA^* chimeras, can efficiently restore dystrophin expression in cardiotoxin-preinjured (CTX-preinjured) dystrophic tibialis anterior (TA) muscles of immunodeficient *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice (Figure 4A) (58, 59). As the first step, we confirmed that complemented chimeras harbored on average the same number of satellite cells in their skeletal muscles as *Pax7-nGFP* mice (Figure 4B). We then transplanted freshly isolated *Pax7*-nGFP^+^ satellite cells and in vitro*–*expanded *Pax7*-nGFP^+^ myoblasts from chimeras or control *Pax7-nGFP* mice into preinjured TA muscles of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice (Supplemental Figure 5A). From each donor mouse, we ensured that we transplanted approximately the same number of satellite cells or expanded myoblasts for direct comparison between the 2 cell types (Supplemental Figure 5A). Four weeks after transplantation, we harvested and analyzed the muscles, documenting clusters of dystrophin^+^ myofibers around the injection site, which were absent in PBS-injected control animals, aside from rare revertant fibers (Figure 4C). We mostly observed a significant increase in dystrophin restoration when using satellite cells compared with myoblasts, in accordance with prior studies (Figure 4, C and D, and Supplemental Figure 5, B–D) (22, 29). Of note, we did not record a very different number of dystrophin-restored myofibers when using *Pax7-nGFP* satellite cells and myoblasts produced in either control *Pax7-nGFP* mice or intraspecies chimeras (Figure 4, C and D, and Supplemental Figure 5, B–D). Notably, even when using satellite cells, we documented only up to 7% dystrophin restoration in an entire muscle section, highlighting the known challenges associated with the limited migration of transplanted cells in skeletal muscle cell therapy (14–16). Next, we aimed to determine the muscle fiber type (i.e., type I, IIa, IIx, and IIb) in dystrophin-restored myofibers. This analysis revealed that all fiber types were observed in dystrophin-restored myofibers across the transplantation experiments, yet we predominantly documented dystrophin restoration in association with type IIa, IIx, and IIb myofibers (Figure 4E and Supplemental Figure 5, E and F). Finally, we wished to assess whether engrafted intraspecies-derived satellite cells can populate the satellite cell niche in dystrophic muscles. Capitalizing on the *Pax7-*nGFP reporter expression, we detected PAX7^+^ cells that expressed GFP and were in association with dystrophin-restored myofibers, demonstrating that these cells were derived from transplanted satellite cells (Figure 4F).

### Mouse satellite cells produced in interspecies rat-mouse chimeras.

The ability to generate genetically corrected satellite cells in intraspecies chimeras, even without host satellite cell ablation (Figure 2), prompted us to investigate whether mouse muscle stem cells could be generated in another animal host. To address this objective, we chose rats as recipient hosts, since xenogeneic cells and organs were previously produced in rat-mouse chimeras (33, 41). We chose to inject edited *Dmd^mdx^*; *Pax7-nGFP* iPSCs into Sprague-Dawley (SD) rat morulae to assess, after embryonic development, the generation of mouse satellite cells in adult rat-mouse chimeras (Figure 5A). Following injection of 8–12 iPSCs, the embryos were transferred to the oviducts of foster rats and brought to term. Collectively, this effort resulted in the formation of 7 rat-mouse chimeras out of 25 pups (28%), as judged by patches of black coat color, in contrast with the white coat color of SD rats (Figure 5, A and B). To assess for iPSC contribution to internal organs, we prelabeled 1 iPSC clone with lentiviruses encoding RFP prior to morulae injections (Supplemental Figure 6A). This effort culminated in the generation of a rat-mouse chimera that demonstrated extensive mouse iPSC contributions to multiple internal organs, as evidenced by RFP reporter expression (Figure 5, B and C, and Supplemental Figure 6B).

Next, skeletal muscle cells isolated from a rat-mouse chimera were genotyped for dystrophin, unraveling the presence of rat dystrophin, but strikingly also the edited mouse dystrophin allele due to the contribution of *Dmd^mdx^*; *Pax7-nGFP* iPSCs (Figure 5D). However, we could not assess whether these were in muscle stem cells, fibers, or other resident cells of the tissue. To address this question, we performed single-cell RNA-seq (scRNA-seq) analysis of skeletal muscles isolated from 1 of the 7 chimeras and a rat control. Prior to this analysis, we assembled a combined mouse and rat reference genome and mapped the reads as previously reported (36). The rat muscles consisted of 12 cell populations, including fibro-adipogenic progenitors (FAPs), immune and endothelial cells, in addition to myocytes and muscle stem cells, which were annotated based on established markers (Figure 5, E–G, and Supplemental Figure 6C). In the muscles of an interspecies chimera, we could distinguish between rat and mouse cells using read alignment, albeit a small number of mRNA transcripts aligned with both species due to sequence similarity (Figure 5, H–J, and Supplemental Figure 6D). We could readily annotate rat resident muscle cells, which represented the majority of cells within a chimera’s muscles (7997 cells) in comparison with mouse cells (1956 cells) (Figure 5, H–J). Of note, within the mouse cell populations, we detected cells that expressed satellite cell markers (*Pax7*^+^, *Myf5*^+^) and myocyte markers (*Neb*^+^, *Tcap*^+^) (Figure 5, I and J, Supplemental Figure 6E), demonstrating that the mouse iPSCs contributed to these cell populations in a rat-mouse chimera. These findings interestingly imply host immune tolerance against mouse antigens, likely stemming from exposure to both mouse and rat cells during immune system maturation in chimeras.

Given the detection of mouse muscle stem cells in rat-mouse chimera muscles, we then set out to investigate whether we can purify *Pax7*-nGFP^+^ satellite cells by FACS from the remaining interspecies chimeras, in which the extent of chimerism was varied, ranging between small black coat color patches to prominent contribution to dark coat color (Figure 6A and Supplemental Figure 7A). Most of these chimeras appeared healthy, although one chimera, which showed one of the highest chimerism based on coat color, demonstrated body asymmetry and malocclusion (Supplemental Figure 7A, top left), in line with previous reports that documented abnormalities in interspecies chimeras exhibiting extensive xenogeneic contribution (60, 61). A DNA genotyping analysis for dystrophin in muscles harvested from several chimeras revealed the presence of both the rat and mouse alleles, as well as the *Pax7-nGFP* transgene (Supplemental Figure 7, B and C). Remarkably, we were able to detect and purify by FACS a small population of *Pax7*-nGFP^+^ cells from the muscles of 3 of 6 interspecies chimeras (50%), corroborating the scRNA-seq analysis (Figure 6B and Supplemental Figure 7D). However, the percentage was smaller than observed in transgenic *Pax7-nGFP* mice (Supplemental Figure 7D). Most notably, when FACS-purified *Pax7*-nGFP^+^ cells were plated and expanded in vitro, they gave rise to myoblasts expressing GFP, and exclusively harbored the edited dystrophin band (Figure 6, C and D, and Supplemental Figure 7E). Subjecting these myoblasts to differentiation conditions resulted in the formation of myotubes that solely carried the edited dystrophin allele and downregulated reporter expression (Figure 6E and Supplemental Figure 7F). Finally, these myotubes were dystrophin positive, in contrast with unedited myotube control (Figure 6F). In conclusion, these findings demonstrate that gene-edited iPSC–derived mouse satellite cells can be obtained in interspecies rat-mouse chimeras, even without blastocyst complementation.

### Functional characterization of interspecies-derived muscle stem cells in vitro and in vivo.

Our results at this stage unveiled the in vivo generation of iPSC-derived satellite cells and derivative myoblasts in either intraspecies or interspecies chimeras. However, it remained unknown whether they are equivalent to one another or WT muscle stem cells with respect to their capacity to differentiate in vitro and in vivo, an important aspect for cell-based therapy. To address this query, we subjected WT and chimera-derived myoblasts to an in vitro differentiation protocol that produces multinucleated MYHC^+^ myotubes, which exhibited a similar fusion index (80%) (Supplemental Figure 8, A and B). These myotubes, whether derived from myoblasts of intraspecies or interspecies chimeras, expressed the sarcomere markers titin (TTN) and actinin α1 (ACTN1), demonstrating striation due to protein aggregation within myotubes (Supplemental Figure 8C). Lastly, the myotubes also contracted spontaneously, thus exhibiting their in vitro functionality (Supplemental Videos 1–4).

Next, we investigated whether *Pax7*-nGFP^+^ satellite cell–derived myoblasts from intraspecies or interspecies chimeras can restore dystrophin expression in muscles of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice following intramuscular transplantation. To this end, we transplanted 1 million edited *Dmd^mdx^; Pax7-nGFP* myoblasts into TA muscles that have been preinjured with CTX to facilitate myoblast engraftment, and included a PBS injection control for every transplantation trial. Four weeks after transplantation, we analyzed muscle cross sections for the presence of dystrophin expression. We observed a substantial increase (up to 40-fold) in dystrophin^+^ myofibers in muscles transplanted with edited *Dmd^mdx^*; *Pax7-nGFP* myoblasts compared with PBS-injected controls (Figure 7, A and B). Immunostaining analysis revealed the presence of various fiber types within engrafted dystrophin^+^ muscle areas, in accordance with our former results (Figure 4E, Figure 7C, and Supplemental Figure 9, A and B). We attribute the improved myoblast engraftment, in comparison with prior intraspecies myoblast transplantation trials (Figure 4, C and D), to the substantially higher number (approximately 10-fold) of transplanted myoblasts. Given the favorable outcome, we sought to assess whether dystrophin restoration manifests in functional improvement of dystrophic muscles. To this end, we subjected transplanted TA muscles to repeated tetanic contractions through electrical nerve stimulation. Following this manipulation, we observed a slower force decline in transplanted muscles compared with PBS-injected controls, although other force-related parameters were comparable between the 2 interventions (Figure 7D and Supplemental Figure 9, C and D). Of note, at 4 weeks after transplantation, approximately 20% of the dystrophin^+^ myofibers contained centrally located myonuclei, suggesting a regeneration process (Supplemental Figure 9E).

As a final objective, we wished to determine whether intraspecies- or interspecies-derived myoblasts could populate the satellite cell niche through identification of donor-derived PAX7^+^ cells in their normal anatomical location. Four weeks after transplantation, we detected rare PAX7^+^ cells in association with dystrophin^+^ myofibers that maintained *Pax7*-nGFP reporter expression (Figure 7E and Supplemental Figure 9F). Given the observation that transplanted myoblasts could be detected in the satellite cell anatomical position, we then wished to evaluate whether we can isolate these cells from transplanted muscles for further analysis. Strikingly, several weeks after transplantation, we were able to re-isolate a small population of GFP^+^ cells from TA muscles by FACS purification using the *Pax7-nGFP* reporter, enabling the reestablishment of *Pax7*-nGFP^+^ myoblasts (Figure 7, F–H). As further confirmation, a PCR analysis for dystrophin revealed only the presence of the edited allele in re-isolated myoblasts (Figure 7I). Lastly, these myoblasts readily fused into contractile myotubes that demonstrated a high fusion index and expressed a suite of sarcomere markers (Supplemental Figure 9, G–I and Supplemental Video 5). Together, these results demonstrate that mouse *Dmd^mdx^*; *Pax7-nGFP* iPSC–derived myoblasts produced in rat-mouse chimeras can efficiently restore dystrophin expression in limb muscles of DMD mice in vivo. Additionally, a small number of transplanted myoblasts remained as stem/progenitor cells in engrafted muscles, enabling re-derivation of myoblast lines.

## Discussion

In this study, we report on the generation of genetically corrected mouse iPSC-derived satellite cells and myoblasts in mouse-mouse and rat-mouse chimeras. In intraspecies chimeras, we employed 2 genetic ablation systems targeting host PAX7-expressing cells to preferentially obtain ESC-derived or gene-edited iPSC–derived satellite cells and derivative myoblasts, capable of restoring dystrophin expression in dystrophic muscles in vivo (Figure 8). To our surprise, we also observed substantial production of iPSC-derived satellite cells in chimeras even without an ablation system that targets PAX7-expressing cells during postnatal growth, prompting us to investigate the derivation of mouse satellite cells in rat-mouse chimeras. Strikingly, several rat-mouse chimeras contained an appreciable number of iPSC-derived and gene-edited mouse satellite cells, whose derivative myoblasts could efficiently restore dystrophin expression in vivo in muscles of DMD mice, as well as contributing to the stem cell reservoir (Figure 8).

Our work complements a prior study demonstrating that injection of WT ESCs into DMD blastocysts ameliorates disease pathology in *Dmd^mdx^* mice (62). Furthermore, it raises the possibility that a similar approach may enable the production of xenogeneic lineage-specific human muscle stem cells in interspecies chimeras for therapeutic purposes. In recent years, several studies reported on the contribution of human PSCs to chimerism in mouse, pig, and monkey embryos (63–69). However, adapting such a technique for production of human cells in full-term chimeras is associated with ethical concerns. Most notably, it will require means to exclude the generation of undesired human cell types such as brain cells or gametes in human-animal chimeras (70–72). To this end, the use of PSCs that carry a genetic mutation that prevents their differentiation into such cell types may provide a plausible solution, as shown in mice (71).

Unlike the derivation of human cells in full-term pig chimeras, the generation of human cells, including muscle cells, has been demonstrated in human-pig chimeric fetuses (39, 63, 66). Utilizing blastocyst complementation, a recent study reported on pig and human skeletal muscle formation by injection of pig PSCs or P53-null human iPSCs into pig embryos carrying a triple knockout in *MYOD*, *MYF5*, and *MYF6*, thereby enabling PSC colonization of the developing skeletal muscle lineage in chimeric embryos (66). Notably, PSC-derived PAX7-expressing muscle stem cells have been detected in pig-pig chimeras; however, they were not reported in pig-human chimeric embryos (66). Moreover, a notable caveat for production of xenogeneic skeletal muscle or other tissues and organs in interspecies chimeras is the presence of animal host–derived endothelium, mesenchyme, or other cell types, which may evoke immunological responses (70). The approach reported in our study may circumvent this major limitation, as potentially PSC-derived muscle stem cells can be purified by FACS in considerable numbers from interspecies chimeras for cell-based therapy, in the absence of undesired animal cells.

An additional highlight of the approach described in this study is that the PSCs were differentiated in vivo, thereby mitigating potential risk of residual PSCs to form teratomas upon transplantation, an obstacle when employing iPSCs to treat human patients (73). Furthermore, as the iPSCs differentiated into satellite cells in postnatal chimeras, this method ensures the generation of adult muscle stem cells, in comparison with myogenic precursor cells differentiated from PSCs in vitro, which may retain embryonic attributes (74). In relation to this effort, recent studies demonstrated that maturation of PSC-derived myogenic precursor cells requires an in vivo phase, rendering our approach complementary to these trials and potentially advantageous (75, 76). Furthermore, standing in support of our findings, a recent study reported that host muscle stem cell ablation in adult and dystrophic mice facilitated efficient engraftment and maturation of human iPSC–derived myogenic precursors in vivo (77). Looking ahead, it will be of interest to molecularly and functionally compare the muscle stem cells derived from PSCs in vivo using our system to other protocols that produce PSC-derived myogenic precursors in vitro.

For cell-based therapy in patients with DMD, our findings suggest that intraspecies chimera–derived satellite cells are superior to myoblasts, requiring fewer cells for comparable dystrophin restoration in vivo. However, by increasing myoblast numbers, both intraspecies and interspecies iPSC–derived myoblasts efficiently restored dystrophin expression in vivo, as previously reported (22). It is noteworthy to mention that, in the trials involving intraspecies chimeras, an ablation system was critical for producing an optimal quantity of satellite cells for transplantation. Therefore, it will be of interest to investigate whether this or a similar genetic ablation system of muscle stem cells can be used to exclusively generate PSC-derived xenogeneic satellite cells, as recently shown for rat bone marrow cells in mice (42).

In conclusion, our study presents a proof-of-principle approach that combines cellular reprogramming, genome engineering, and in vivo PSC differentiation to produce therapeutically competent allogeneic or xenogeneic muscle stem cells in animal hosts. With respect to implications that extend to human therapy, further work is certainly warranted to address major hurdles associated with the generation of human cells in animals. However, should these challenges be overcome, we envision that this study may pave the way for producing human satellite cells in large animals for the treatment of muscle diseases.

## Methods

The experimental procedures and reagents utilized in this study are detailed in the Supplemental Methods section.

### Sex as biological variable.

Our study examined animals of both sexes, appropriately matched for each experiment.

### Statistics.

Statistical analysis was performed with Prism (versions 9.2.0 and 10, GraphPad Software) and data are presented as mean ± SD. *P* values of 0.05 or less were considered statistically significant. Across all figures, statistical significance is represented using asterisks: *P ≤ 0.05; **P *≤* 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. Nonsignificant differences are labeled as “n.s.” Differences were evaluated using Student’s 2-tailed *t* test and 1- or 2-way ANOVA. Mixed effects model was used to analyze the difference in muscle force reduction between control and transplanted muscles following repeated tetanic contractions.

### Study approval.

The present study was approved by the Federal Food Safety and Veterinary Office, Cantonal veterinary office in Zurich, and granted animal experimental license numbers ZH246/18, ZH177/18, ZH002/22, ZH032/23, and FormG-135.

### Data availability.

All plasmids used in this study can be obtained from the authors upon request, or from Addgene (https://www.addgene.org/Ori_Bar-Nur/). Bulk RNA-seq and scRNA-seq data sets can be accessed in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE255196. The top 20 markers used to determine the identity of each cell cluster in the scRNA-seq data are provided in Supplemental Data Set 1. Individual data values presented in graphs across all figures are available in the Supporting Data Values file. Complete unedited agarose gel images are provided in the Supplemental Unedited Blot and Gel Images file.

## Author contributions

The study was conceptualized by AL, SAD, JZ, and OBN. Experiments involving intraspecies chimeras were performed by AL, SAD, and NB. Furthermore, AL, JZ, and NB performed experiments involving interspecies chimeras. The blastocyst and morulae injections were performed by MTS. Muscle force measurements and analysis were carried out by RF, AL, CH, EM, and KDB. Intramuscular cell transplantation and analysis were performed by AL, NB, SAD, and GB. Additionally, AL, SAD, JZ, NB, PG, and XQ carried out molecular biology analyses and FN, CLT, AL, and AG analyzed the RNA-seq data. The manuscript was written by AL, SAD, JZ, and OBN. The study was supervised by OBN.

## Supplementary Material

Supplemental data

Supplemental data set 1

Unedited blot and gel images

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

Supporting data values

## Figures and Tables

**Figure 1:**
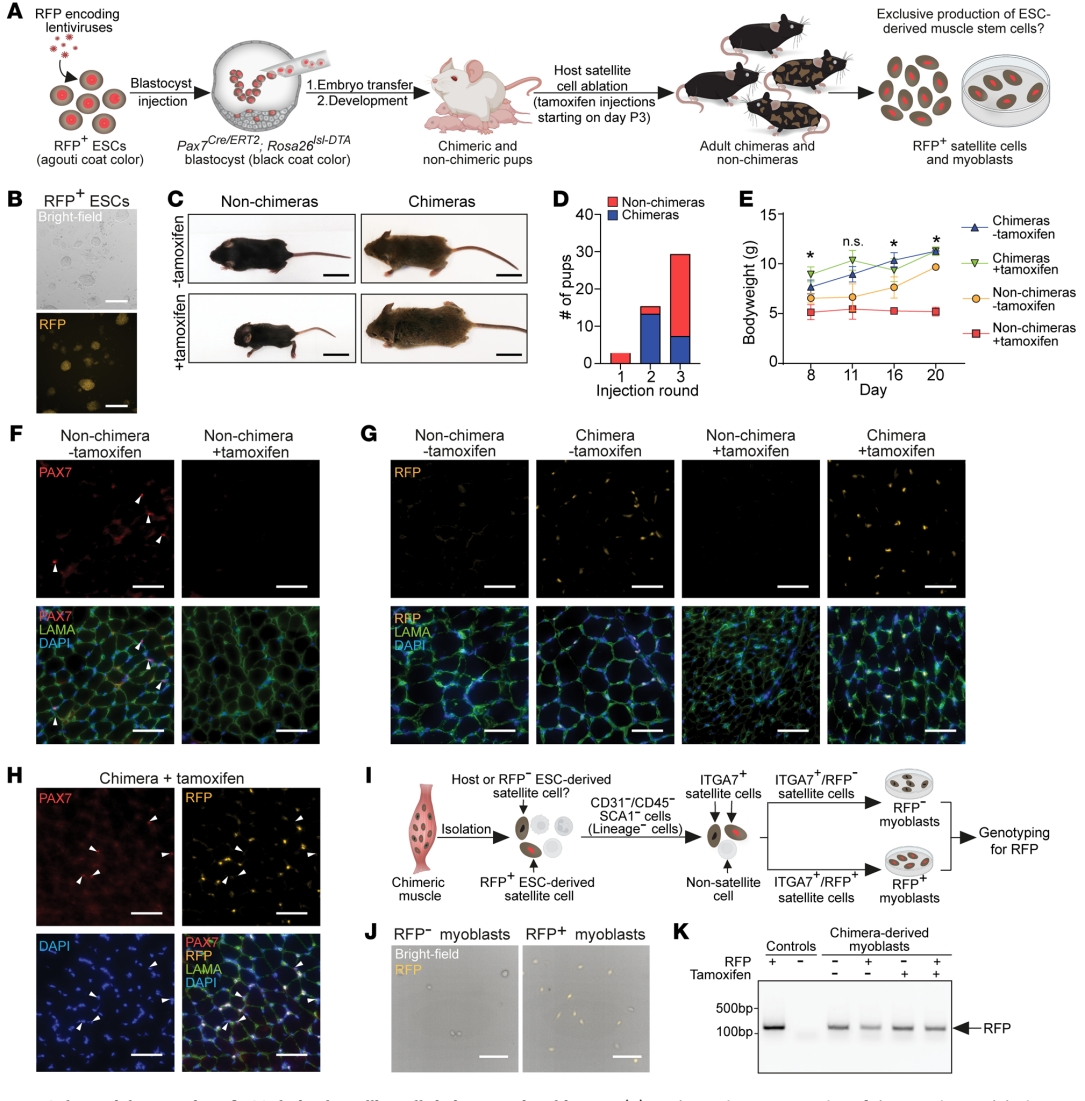
Substantial generation of ESC-derived satellite cells in intraspecies chimeras. (**A**) A schematic representation of the experimental design. RFP, red fluorescent protein; ESCs, embryonic stem cells. (**B**) Representative images of ESCs transduced with lentiviruses encoding RFP. Scale bars: 200 μm. (**C**) Photos showing chimeric and non-chimeric mice on day 17. Chimerism is evidenced by agouti coat color. Scale bars: 1 cm. (**D**) A graph showing the derivation of chimeras per injection round. (**E**) A graph depicting weight changes during postnatal growth of the specified mouse groups. Asterisks indicate a significant difference (*P* < 0.05) in body weight of the “non-chimeras + tamoxifen” group compared with all other groups. *n* ≥ 3 animals, data are presented as mean ± SD. Statistical analysis was performed using a 2-way ANOVA. *P ≤ 0.05. (**F**) Representative immunostaining images for the indicated markers in muscle cross sections of the specified animals on day 17. Scale bars: 50 μm. (**G**) Immunostaining images for the specified markers in skeletal muscle cross sections on day 17 of the indicated animals. Look-up tables (LUTs) for the GFP and DAPI channels were individually adjusted. Scale bars: 50 μm. (**H**) Immunostaining for PAX7 in muscle cross sections of a chimera on day 17 following host satellite cell ablation. White arrowheads indicate PAX7^+^ satellite cells. Scale bars: 50 μm. (**I**) A schematic illustrating the strategy to assess RFP lentiviral transgene silencing in ESC-derived satellite cells. (**J**) Representative images of ITGA7^+^ FACS-purified myoblasts isolated from chimera muscles following satellite cell ablation. Scale bars: 100 μm. (**K**) PCR for RFP in the indicated myoblast lines and conditions. Note that the RFP transgene is present even in myoblast lines that do not express RFP.

**Figure 2:**
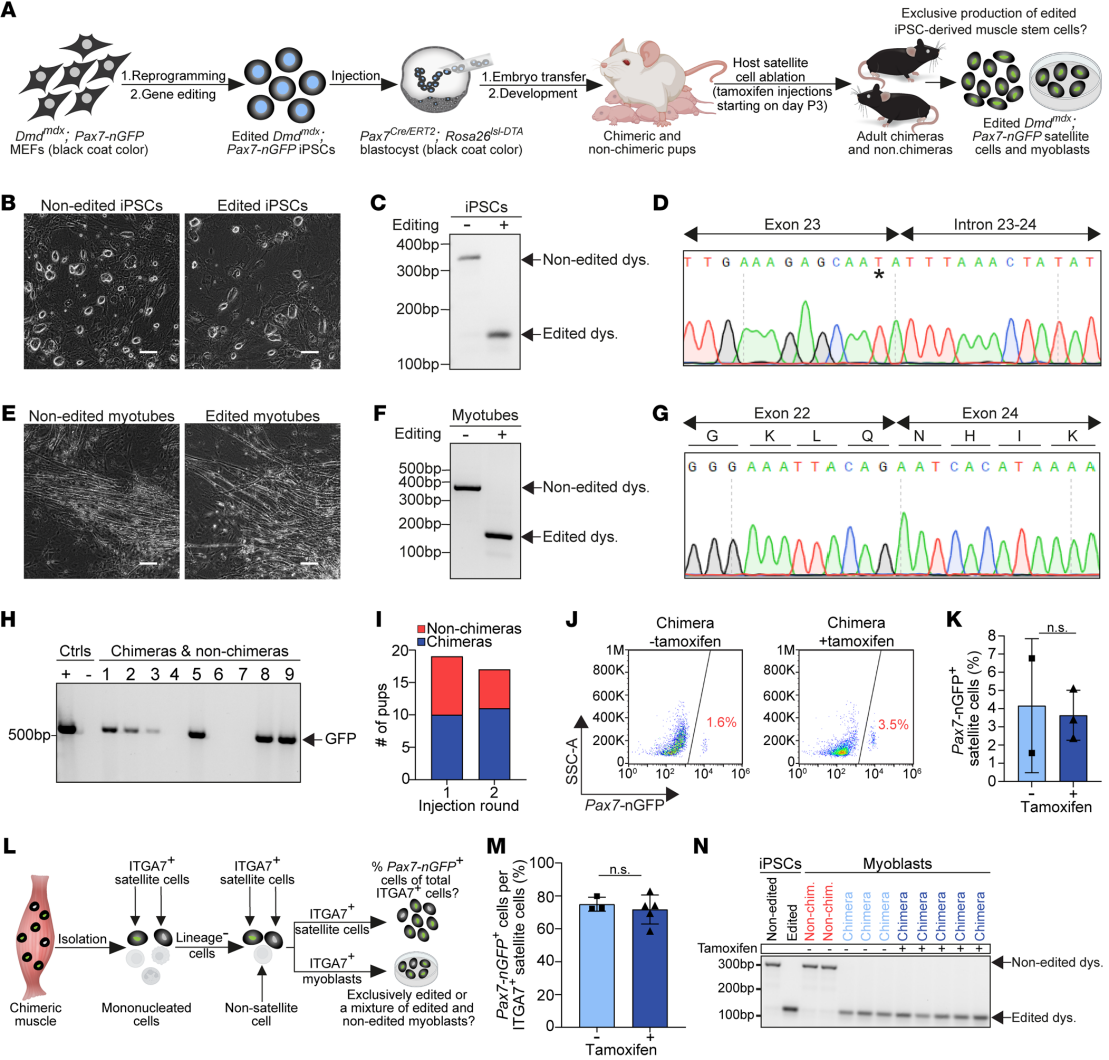
Exclusive generation of edited iPSC–derived muscle stem cells in intraspecies chimeras. (**A**) A schematic overview of the experimental plan. MEFs, mouse embryonic fibroblasts. (**B**) Representative images of the specified cell lines. Scale bars: 100 μm. LUTs were individually adjusted. (**C**) PCR products for dystrophin, amplified from the DNA of non-edited (–) and edited (+) *Dmd^mdx^;* *Pax7-nGFP* iPSCs. (**D**) DNA sequence of the edited dystrophin PCR product lacking a splice donor site. A black asterisk specifies the mdx mutation. (**E**) Representative images of non-edited and edited *Dmd^mdx^; Pax7-nGFP* iPSC–derived myotubes. Scale bars: 100 μm. LUTs were individually adjusted. (**F**) PCR for dystrophin in cDNA isolated from non-edited and edited *Dmd^mdx^; Pax7-nGFP* iPSC–derived myogenic cultures. (**G**) Sanger sequence of an edited dystrophin band shown in **F**, revealing successful exon skipping and reframing of dystrophin at the cDNA level. (**H**) Representative genotyping for the *Pax7-nGFP* allele in non-chimeric and chimeric pups. (**I**) A graph showing chimera numbers based on *Pax7-nGFP* allele genotyping. (**J**) FACS analysis of *Pax7*-nGFP expression in the indicated animals and conditions. (**K**) A graph showing quantification of the percentage of *Pax7*-nGFP^+^ cells in muscles derived from chimeras with or without tamoxifen treatment. *n* = 2–3 animals, data are presented as mean ± SD. Statistical analysis was performed using a Student’s 2-tailed *t* test. (**L**) A schematic representation outlining the strategy to determine the percentage of iPSC-derived satellite cells within the overall ITGA7^+^ (host + donor) satellite cell population of intraspecies chimeras. (**M**) A graph illustrating the percentage of iPSC-derived satellite cells, identified by the *Pax7-nGFP* reporter, out of the total ITGA7^+^ satellite cell population in chimeras. *n* = 3 animals for the non–tamoxifen-injected control, *n* = 5 animals for the tamoxifen-treated group. Data are presented as mean ± SD. Statistical analysis was performed using a Student’s 2-tailed *t* test. (**N**) PCR for dystrophin using DNA of ITGA7^+^ satellite cell–derived expanded myoblasts of the specified animals and conditions. Note that all chimera-derived myoblasts showed only an edited dystrophin band.

**Figure 3:**
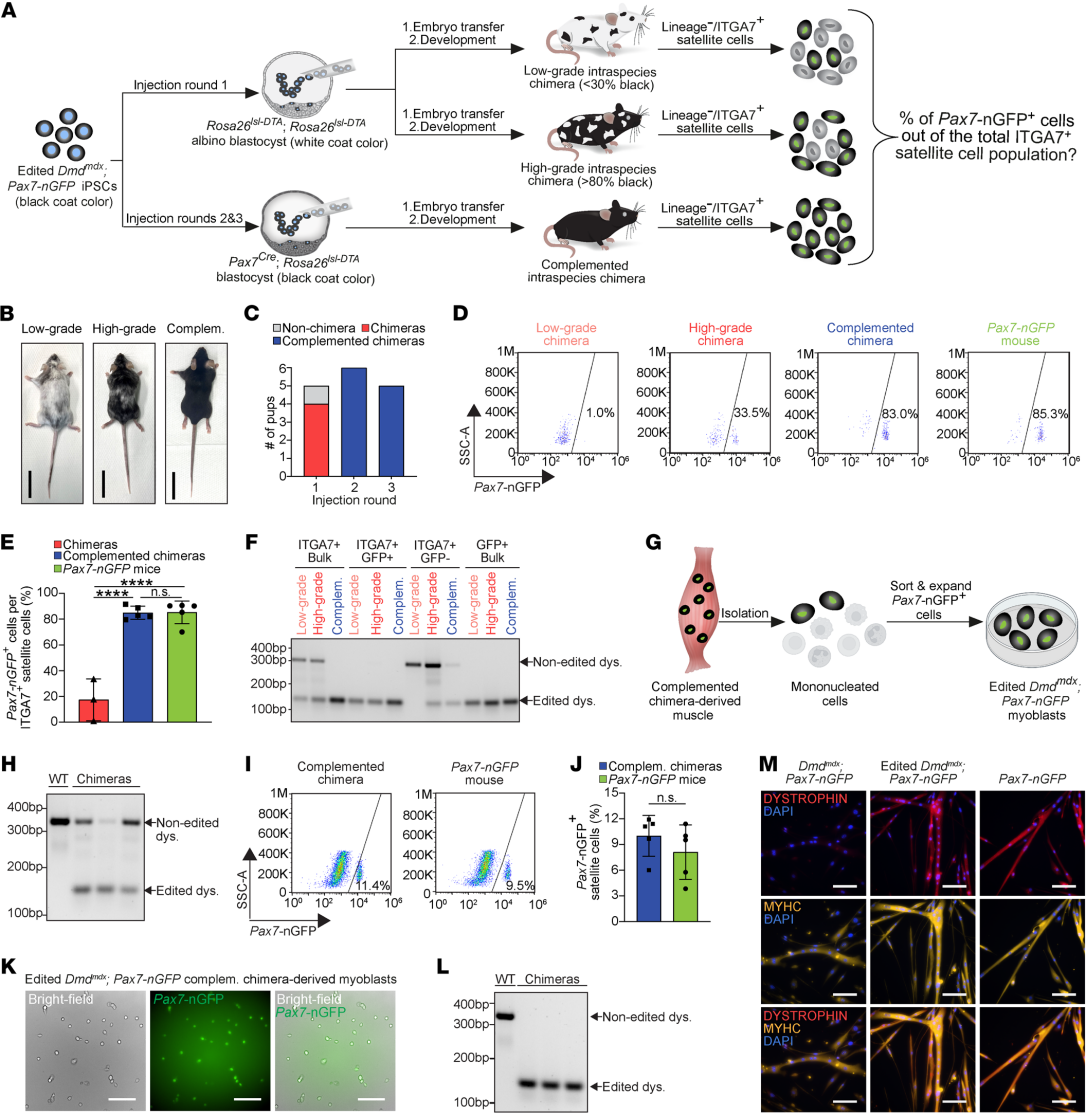
Constitutive PAX7^+^ cell ablation enables exclusive iPSC-derived satellite cell production in chimeras. (**A**) Schematic representation of the experimental design. (**B**) Representative images of a low- and a high-grade chimera, as well as a complemented chimera. Black coat color indicates iPSC chimeric contribution in low- and high-grade chimeras. Scale bars: 3 cm. (**C**) A graph showing chimera numbers based on coat color or *Pax7-nGFP* allele genotyping. (**D**) Representative FACS plots displaying the percentage of *Pax7*-nGFP^+^ cells within the ITGA7^+^ satellite cell population of the indicated animals. (**E**) A graph showing the quantification of the FACS plot shown in **D** for a larger group of analyzed mice. *n* = 3 animals for non-complemented chimeras and *n* = 5 animals for complemented chimeras as well as *Pax7-nGFP* control mice. Data are presented as mean ± SD. Statistical analysis was performed using an ordinary 1-way ANOVA with Tukey’s multiple-comparison test. ****P ≤ 0.0001. (**F**) PCR for dystrophin using DNA extracted from the specified cell populations and animals. (**G**) Schematic representation of the isolation and expansion of myoblasts from the muscles of complemented chimeras. (**H**) PCR for dystrophin in total muscles of the specified mice prior to satellite cell isolation. (**I**) Representative FACS plots showing *Pax7*-nGFP expression in muscles of the indicated animals. (**J**) A graph showing quantification of the analysis shown in **I**. *n* = 5 animals for each group. Data are presented as mean ± SD. Statistical analysis was performed using a Student’s 2-tailed *t* test. (**K**) Representative images of chimera-derived edited *Dmd^mdx^; Pax7*-nGFP*^+^* myoblasts. Scale bars: 100 μm. (**L**) PCR for dystrophin using DNA extracted from FACS-purified *Dmd^mdx^; Pax7*-nGFP*^+^* myoblasts. Note the presence of only an edited band. (**M**) Immunostaining for the indicated markers in myoblast-derived myotubes from the specified cell lines. Scale bars: 100 μm.

**Figure 4:**
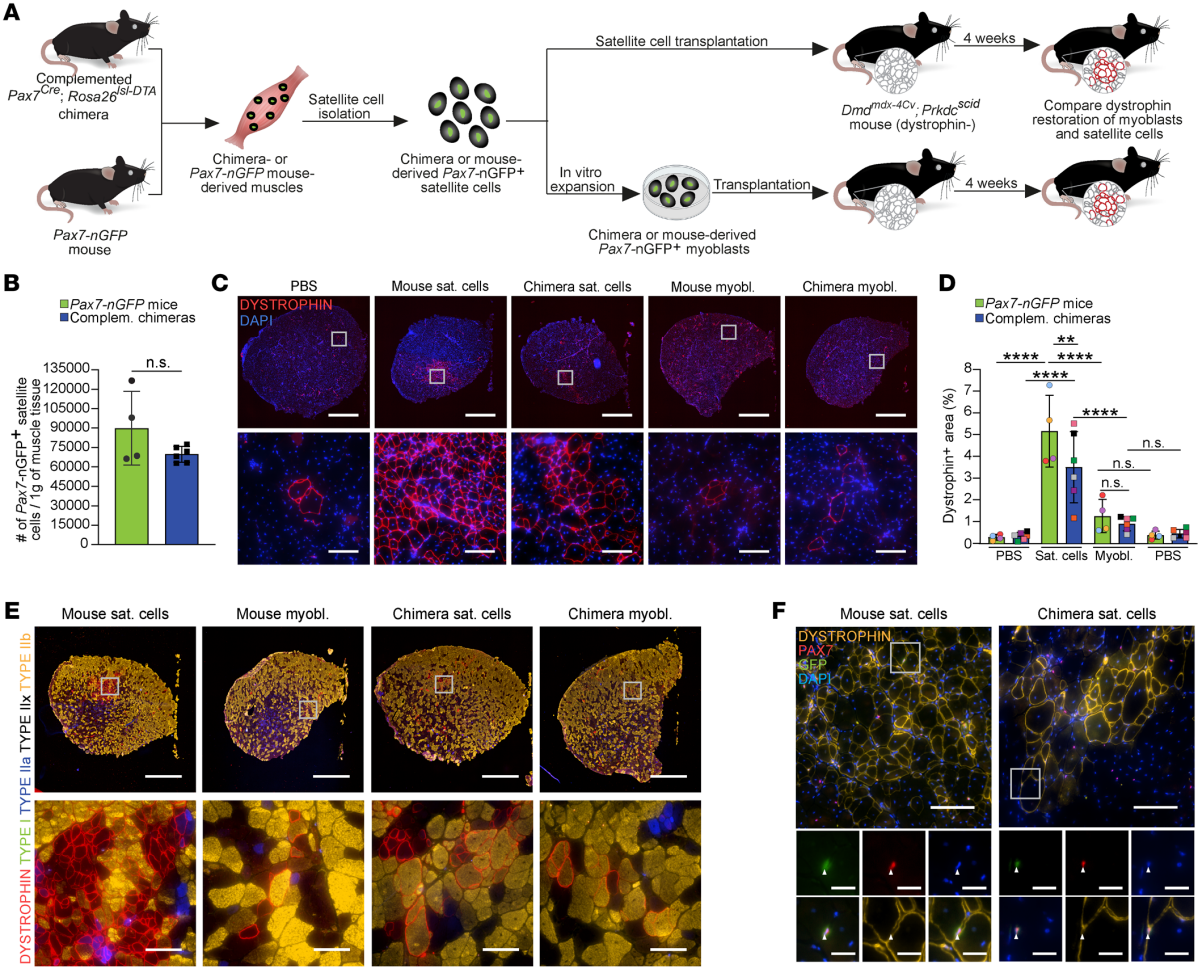
Chimera-derived muscle stem cells restore dystrophin expression in DMD mice. (**A**) Schematic representation depicting the strategy for intramuscular transplantation. A similar number of satellite cells or expanded myoblasts were transplanted from the same mouse. (**B**) A graph showing the number of *Pax7*-nGFP^+^ cells obtained from the specified animals. *n* = 4 animals for *Pax7-nGFP* mice and *n* = 6 animals for chimeras. Data are presented as mean ± SD. Statistical analysis was performed using a Student’s 2-tailed *t* test. (**C**) Representative immunostaining images of tibialis anterior (TA) muscle cross section of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice stained for dystrophin 4 weeks after transplantation with the indicated cell lines. Scale bars: 1 mm (top panel) and 100 μm (bottom panel). Sat. cells, satellite cells; myobl., myoblasts. (**D**) Quantification of the transplantation trial shown in **C**. *n* = 5 animals for *Pax7-nGFP* mice and *n* = 6 animals for chimeras. Each dot represents 1 recipient, with colors specifying cells derived from the same donor. The number of transplanted cells from each donor is shown in Supplemental Figure 5A. Data are presented as mean ± SD. Statistical analysis was performed using a 2-way ANOVA. **P *≤* 0.01; ****P ≤ 0.0001. (**E**) Representative immunostaining images for dystrophin and fiber typing in TA muscle cross sections of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice 4 weeks after transplantation with the specified mouse-derived cell lines. Scale bars: 1 mm (top) and 100 μm (bottom). (**F**) Representative images of TA muscle cross section from *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice immunostained for the indicated markers 4 weeks after transplantation with the specified cell lines. Arrowheads point to colocalization of PAX7 expression and the *Pax7-nGFP* reporter in rare cells. Scale bars: 100 μm (top) and 25 μm (bottom). LUTs were individually adjusted.

**Figure 5:**
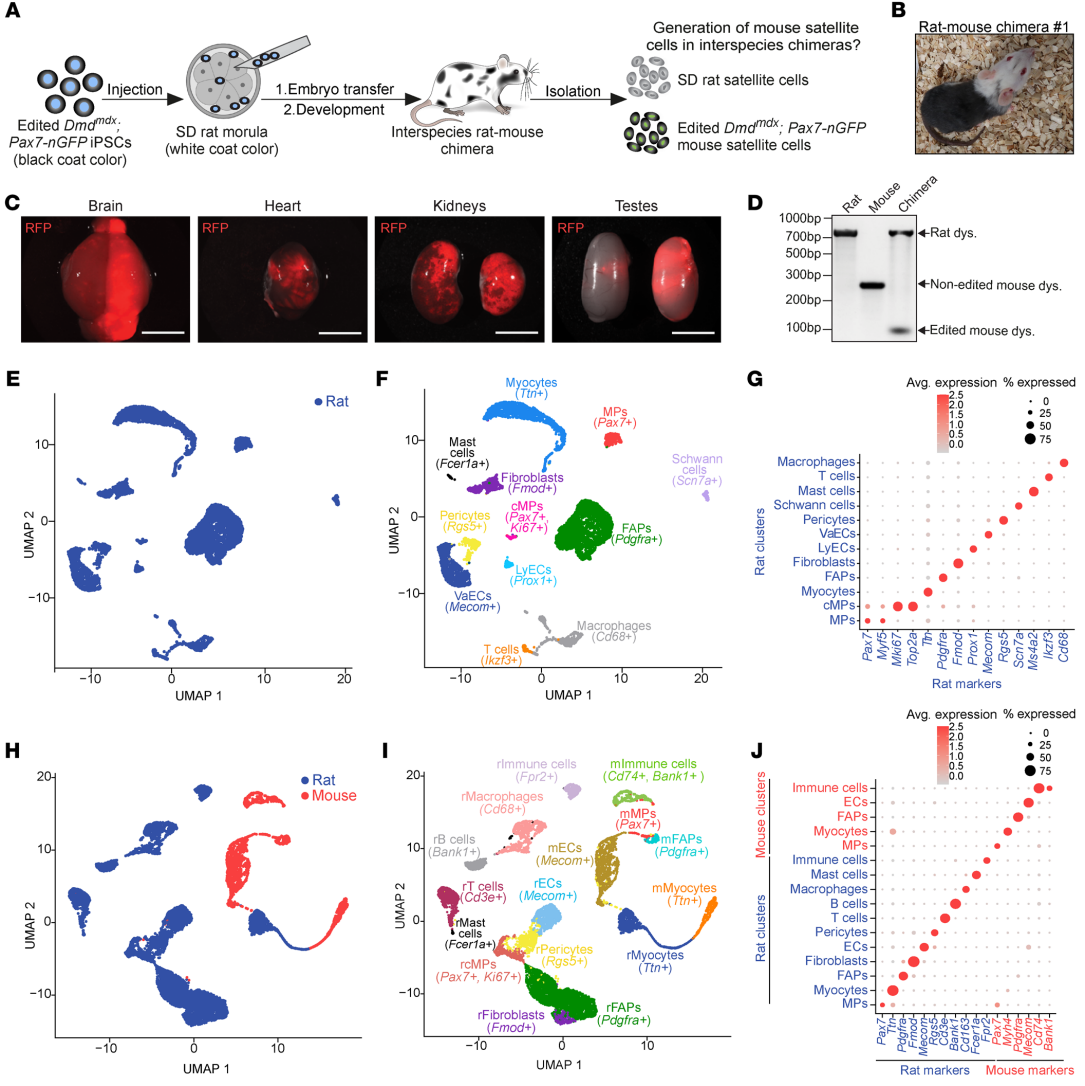
Generation of iPSC-derived mouse satellite cells in rat-mouse chimeras. (**A**) A schematic overview of the experimental design. (**B**) A photo of rat-mouse chimera no. 1. (**C**) Images of RFP expression in organs derived from rat-mouse chimera no. 1. Scale bars: 1 cm. (**D**) PCR for rat and mouse dystrophin using DNA from digested muscles of the indicated animals. (**E**) Uniform manifold approximation and projection (UMAP) based on scRNA-seq of all cells in SD rat–derived muscles colored by species. (**F**) UMAP of all cells in SD rat–derived muscle colored by different cell types. MPs, myogenic progenitors; cMPs, cycling myogenic progenitors; VaECs, vascular endothelial cells; LyECs, lymphatic endothelial cells; FAPs, fibro-adipogenic progenitors. (**G**) Dot plot for individual gene expression in various SD rat–derived cell populations shown in **F**. (**H**) UMAP of all cells in rat-mouse chimera–derived muscles colored by species. (**I**) UMAP of all cells in rat-mouse chimera–derived muscles colored by different cell types. ECs, endothelial cells. The letters “r” and “m” indicate rat and mouse, respectively. (**J**) Dot plot for individual gene expression in the rat-mouse chimera cell populations shown in **I**.

**Figure 6:**
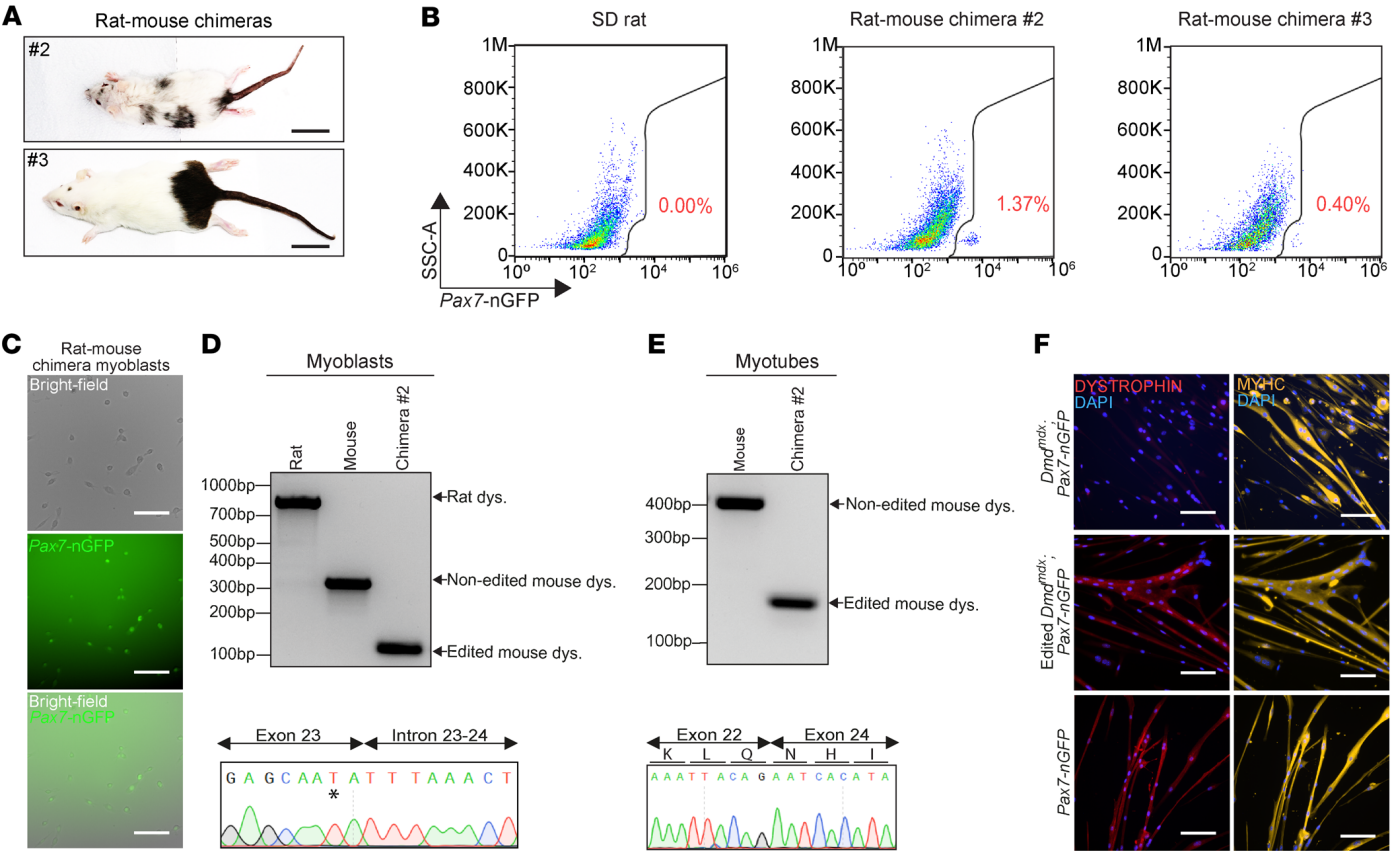
Establishment of gene-edited mouse myoblasts from satellite cells produced in rat-mouse chimeras. (**A**) Representative images of rat-mouse chimeras at 7 weeks of age. Scale bars: 3.5 cm. (**B**) Representative FACS plots demonstrating *Pax7*-nGFP expression in digested muscles from the indicated animals. (**C**) Representative images of FACS-purified *Dmd^mdx^*; *Pax7-nGFP* myoblasts from a rat-mouse chimera. Scale bars: 100 μm. (**D**) PCR for rat and mouse dystrophin in DNA extracted from myoblasts of the indicated animals, accompanied by Sanger sequencing of the PCR product. The black asterisk specifies the mdx mutation. (**E**) PCR for mouse dystrophin using cDNA from myotubes generated from myoblasts of the indicated animals, accompanied by Sanger sequencing of the PCR product, revealing reframing of the dystrophin gene at the cDNA level. (**F**) Immunostaining images for the indicated markers in myotubes derived from the specified myoblasts. Scale bars: 100 μm.

**Figure 7:**
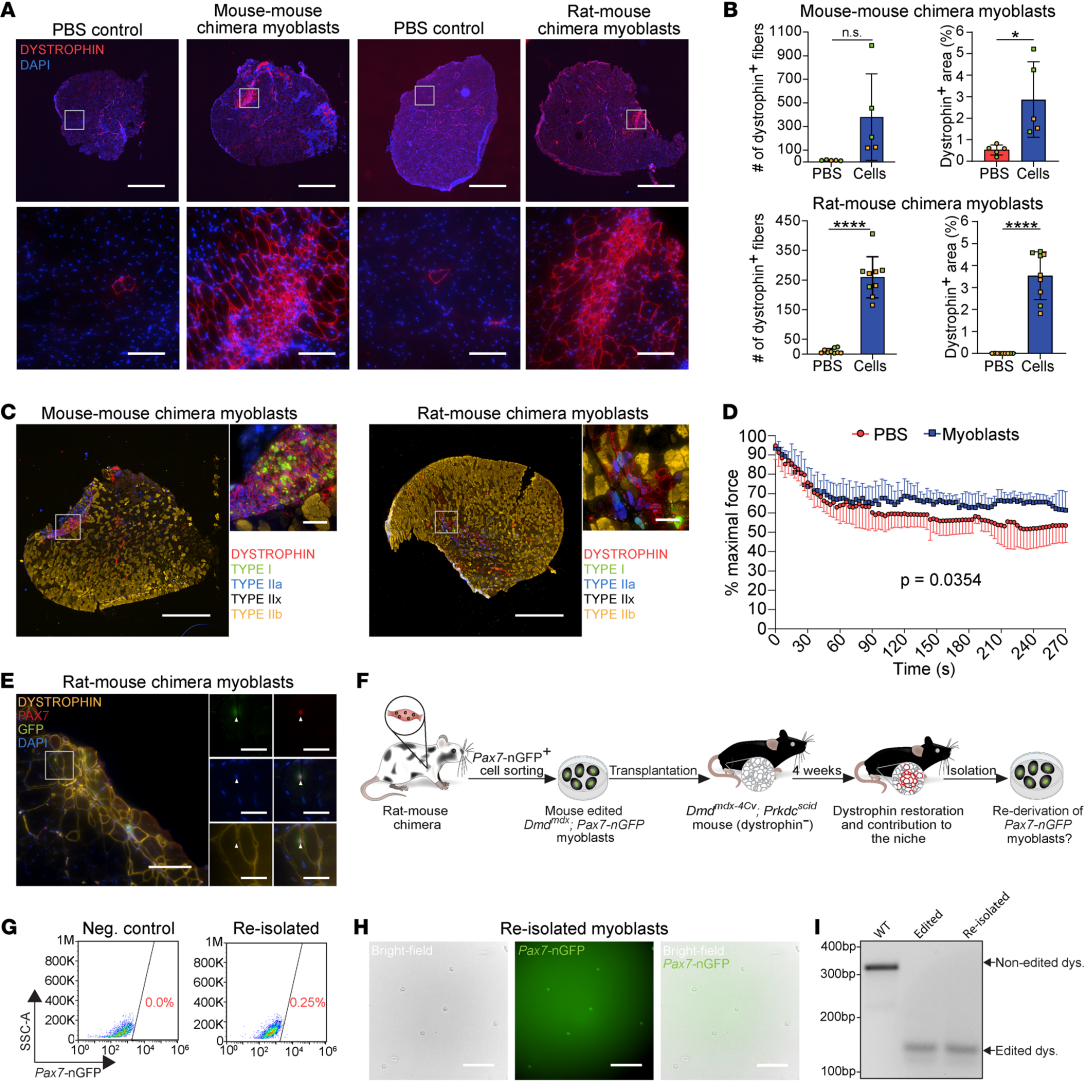
Mouse myoblasts produced in rats restore dystrophin and contribute to the niche in DMD mice. (**A**) Representative immunostaining for dystrophin in tibialis anterior (TA) muscle cross sections of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice 4 weeks after transplantation with the indicated cell lines. Scale bars: 1 mm (top) and 100 μm (bottom). (**B**) Quantification of the transplantation trials shown in **A**. *n* = 5 transplantation recipients for intraspecies chimera–derived myoblasts and *n* = 9 transplantation recipients for interspecies chimera–derived myoblasts. Each dot represents an individual transplanted muscle, with different dot colors specifying 2 different chimera-derived myoblast lines used for transplantations. Data are presented as mean ± SD. Statistical analysis was performed using a Student’s 2-tailed *t* test. *P ≤ 0.05, ****P ≤ 0.0001. (**C**) Representative immunostaining images for dystrophin and fiber typing in TA muscle cross sections of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice 4 weeks after transplantation with the indicated myoblasts. Scale bars: 1 mm (left) and 100 μm (right). LUTs were individually adjusted. (**D**) A graph illustrating force measurements during repeated tetanic contractions, showing the decline in TA muscle force of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice 4 weeks after transplantation with mouse-mouse and rat-mouse chimera–derived myoblasts compared to PBS control. *n* = 8 mice measured per group. Data are presented as mean ± SD. Statistical analysis was performed using a mixed effects model. (**E**) Representative immunostaining of TA muscle cross section from *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice stained for the indicated markers 4 weeks after transplantation with the specified cell lines. Arrowheads point to colocalization of PAX7 expression and the *Pax7-nGFP* reporter in rare cells. Scale bars: 100 μm (left) and 25 μm (right). (**F**) Schematic representation of myoblast re-isolation from transplanted muscles. (**G**) Representative FACS plots showing the percentage of *Pax7*-nGFP^+^ cells detected in digested TA muscles of *Dmd^mdx-4Cv^*; *Prkdc^scid^* mice at 4 weeks following myoblast transplantation. (**H**) Representative images of re-isolated myoblasts. Scale bar: 100 μm. (**I**) PCR for dystrophin in DNA extracted from re-isolated myoblasts. Note the presence of only an edited band in edited and re-isolated myoblasts.

**Figure 8:**
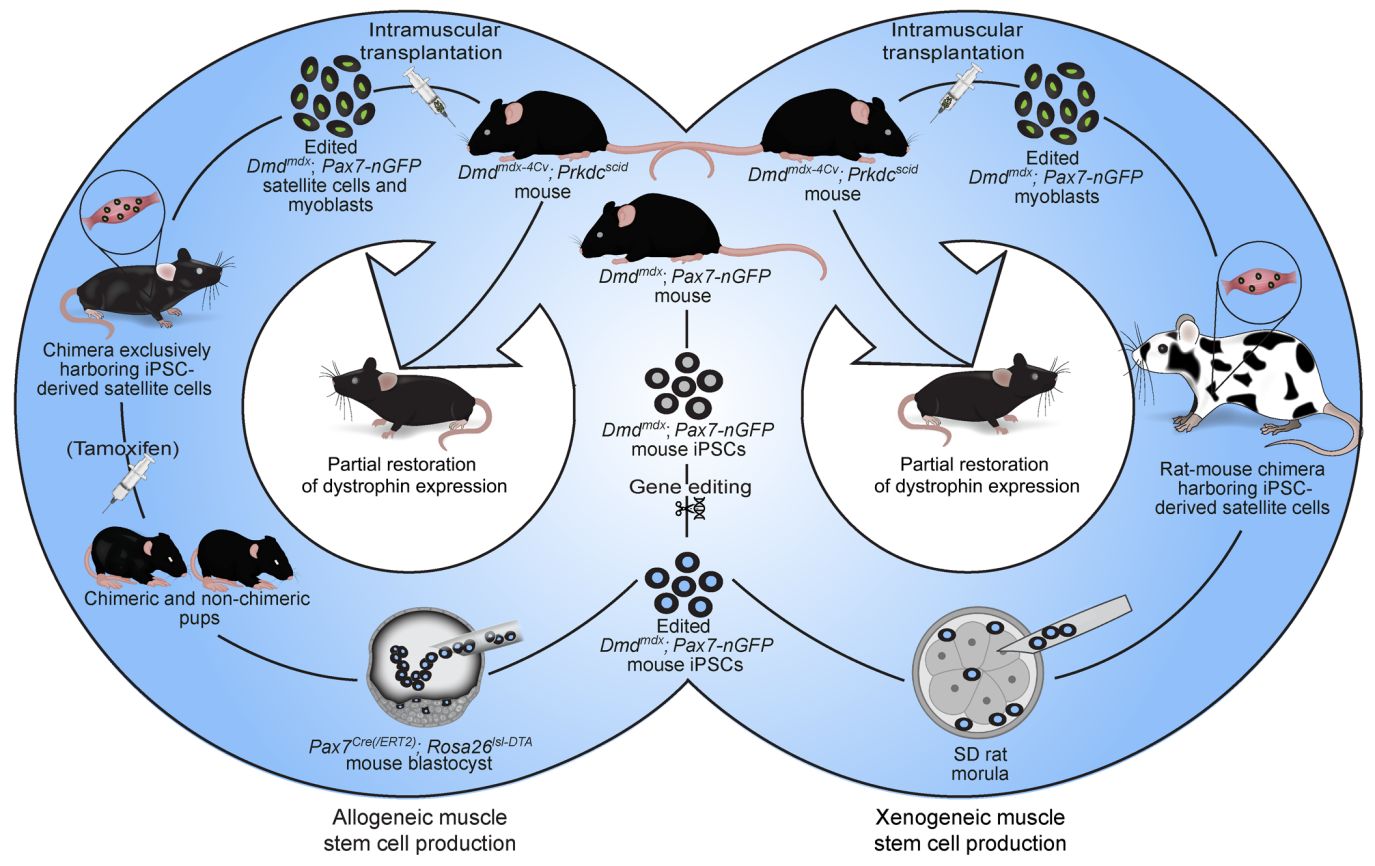
A schematic summarizing the key findings of the study.

# Supplementary material for: Generation of allogeneic and xenogeneic functional muscle stem cells for intramuscular transplantation
**Source:** J Clin Invest. 2024 May 7;134(12):e166998. doi: 10.1172/JCI166998

# Full unedited gel for Figure 1K

Full unedited gel

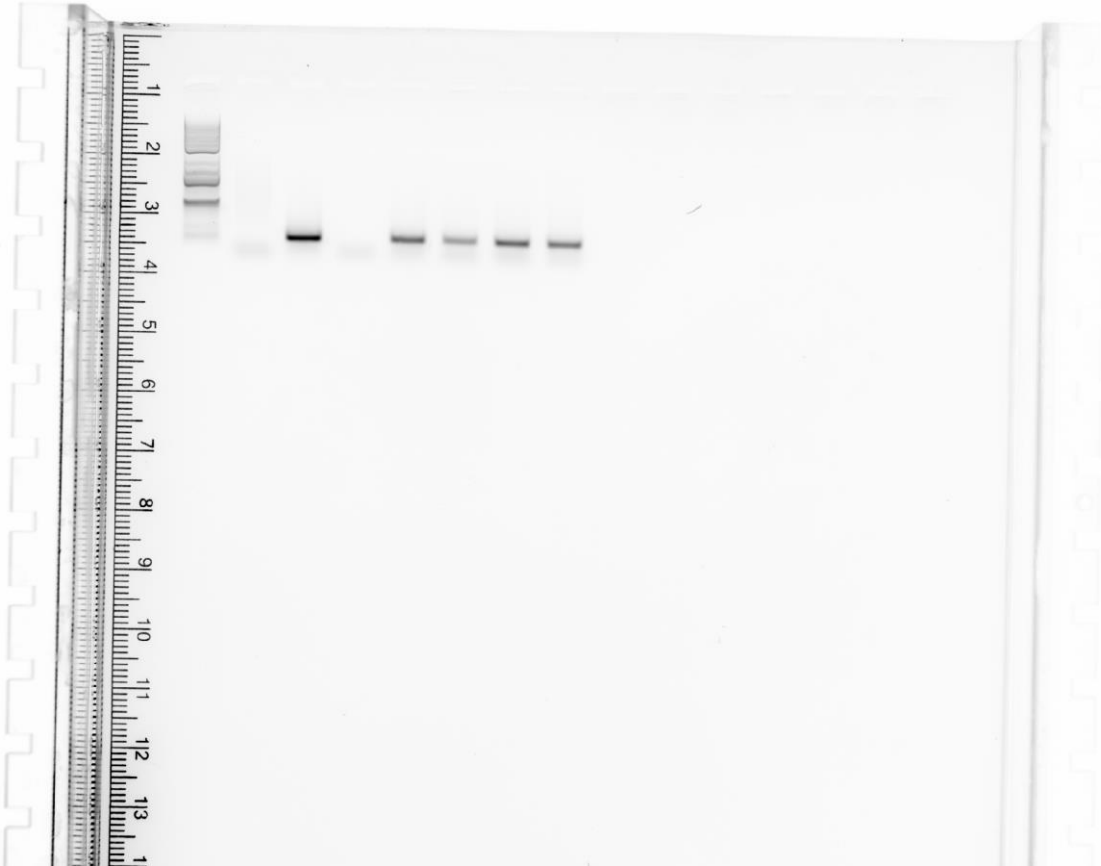

Full unedited gel with marked bands  
used in the figure

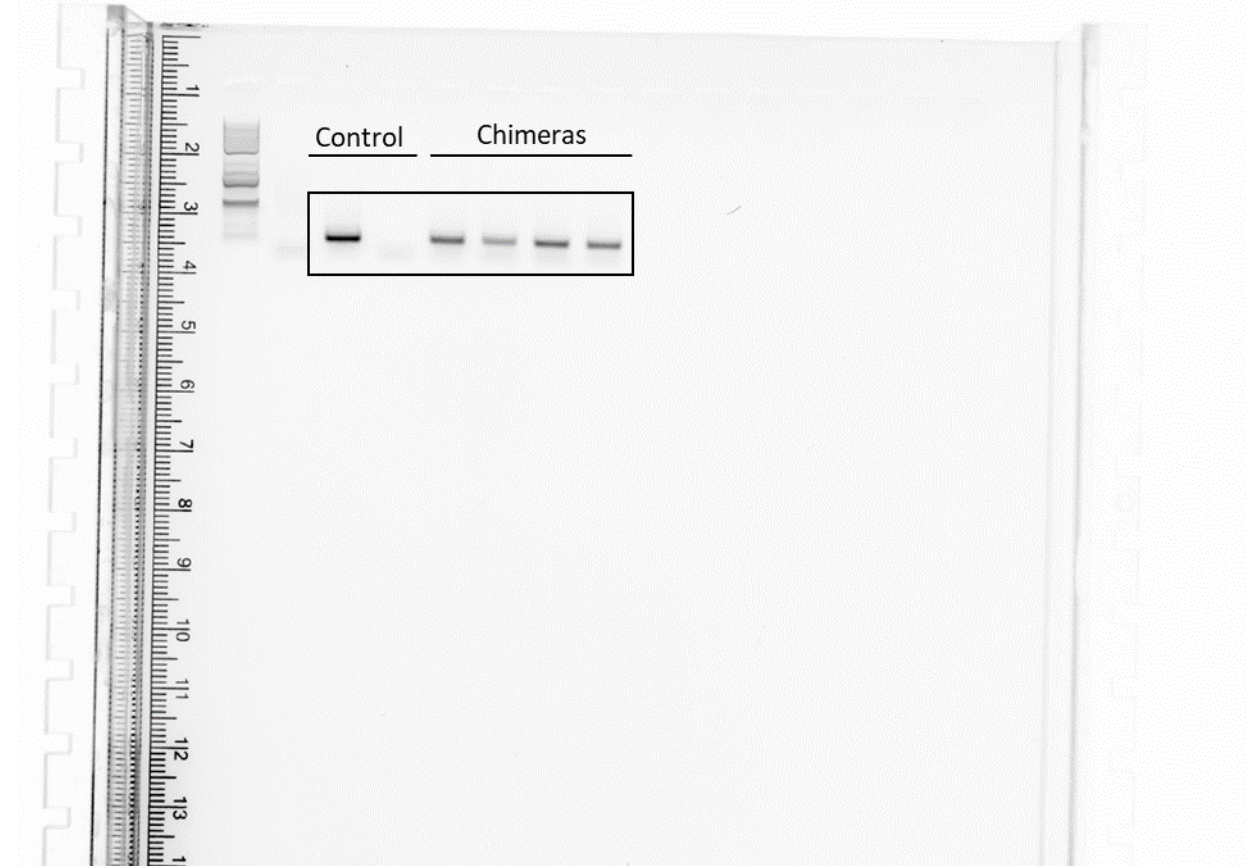

# Full unedited gel for Figure 2C

Full unedited gel

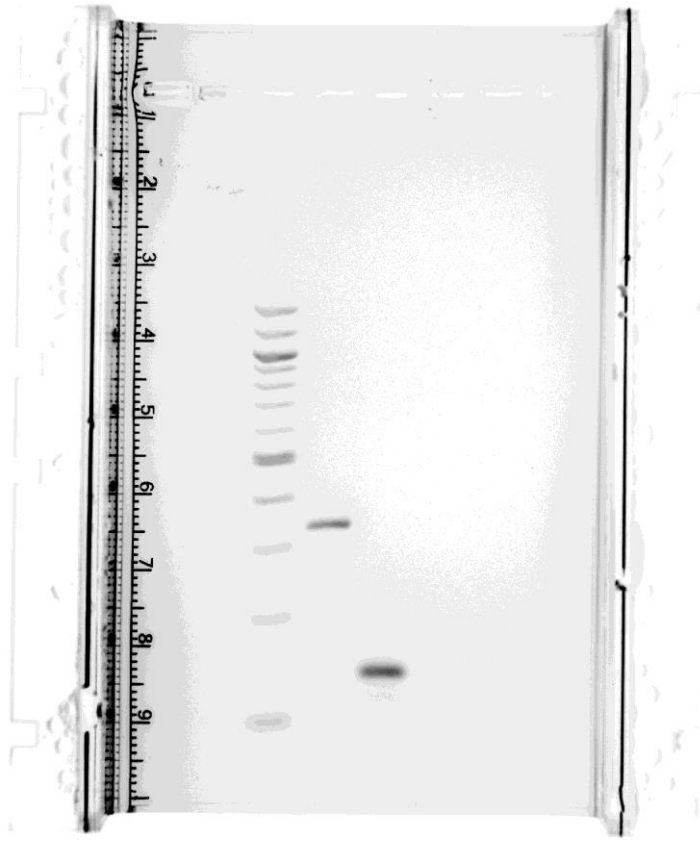

Full unedited gel with marked bands  
used in the figure

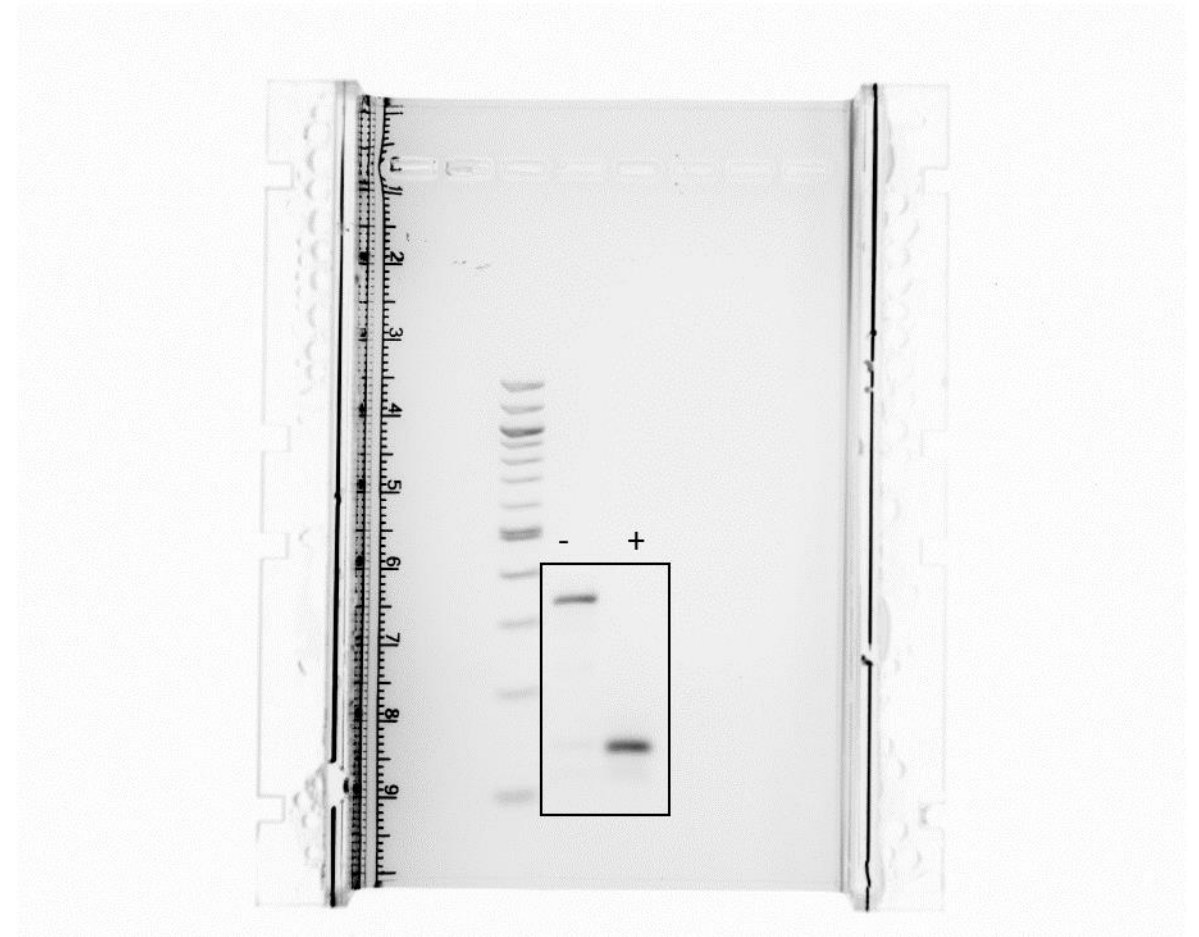

# Full unedited gel for Figure 2F

Full unedited gel

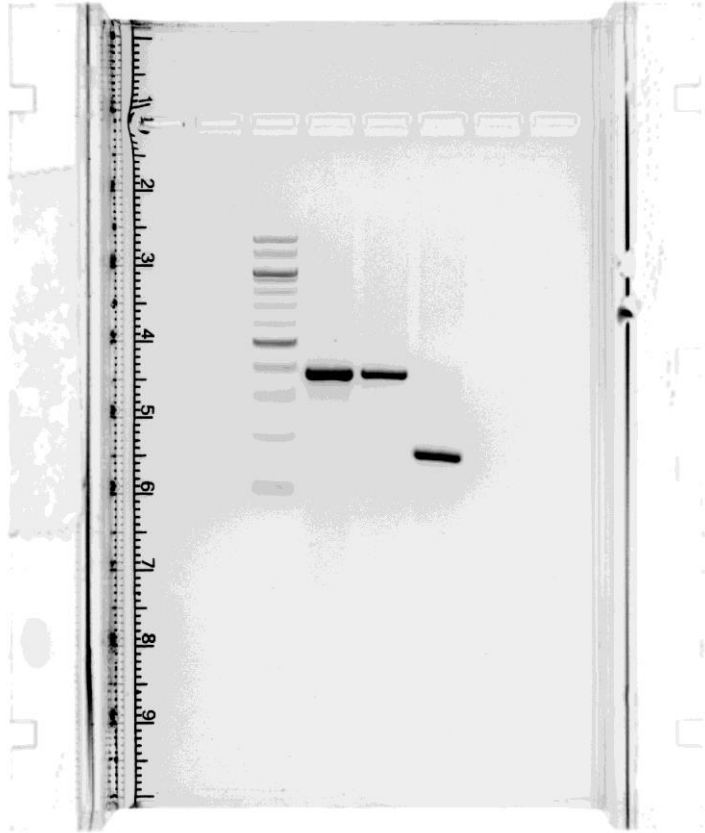

Full unedited gel with marked bands used in the figure

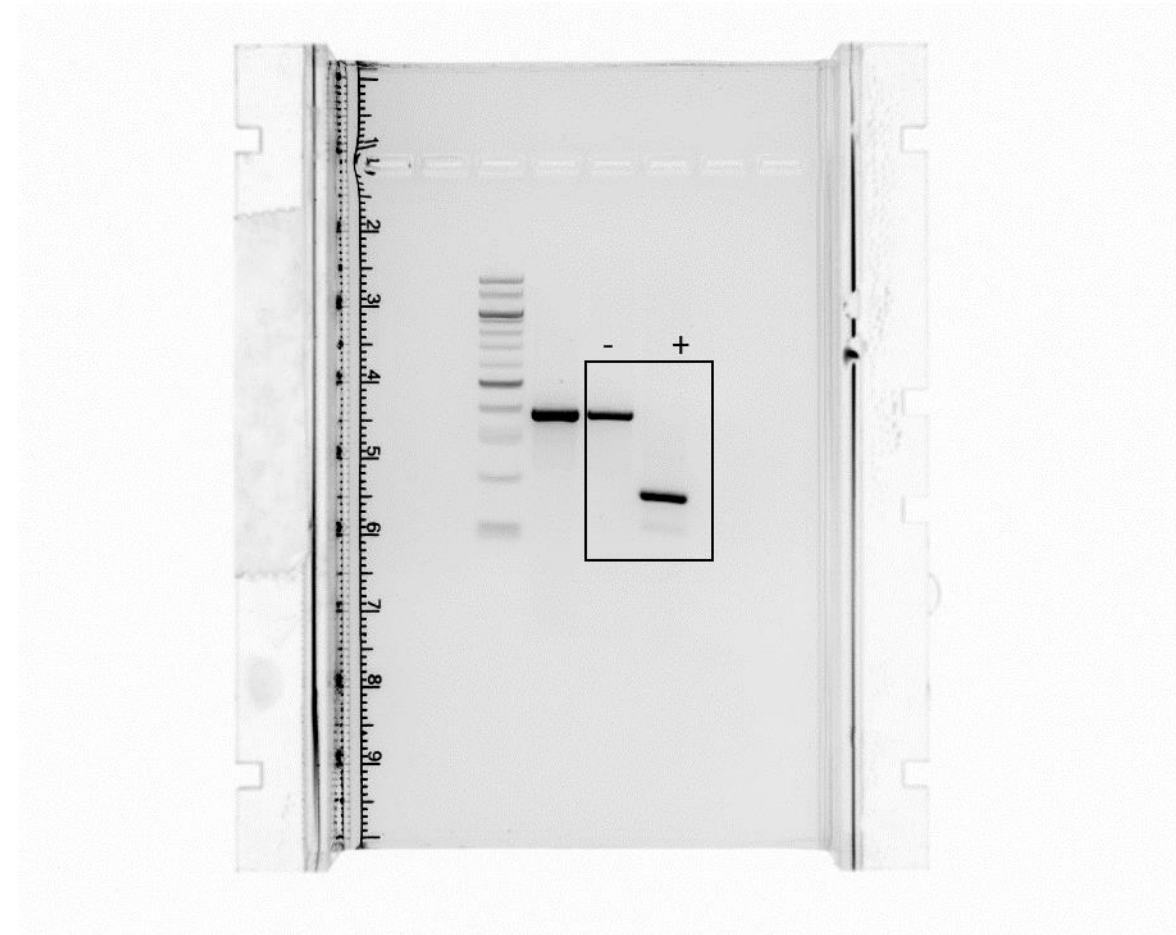

# Full unedited gel for Figure 2H

Full unedited gel

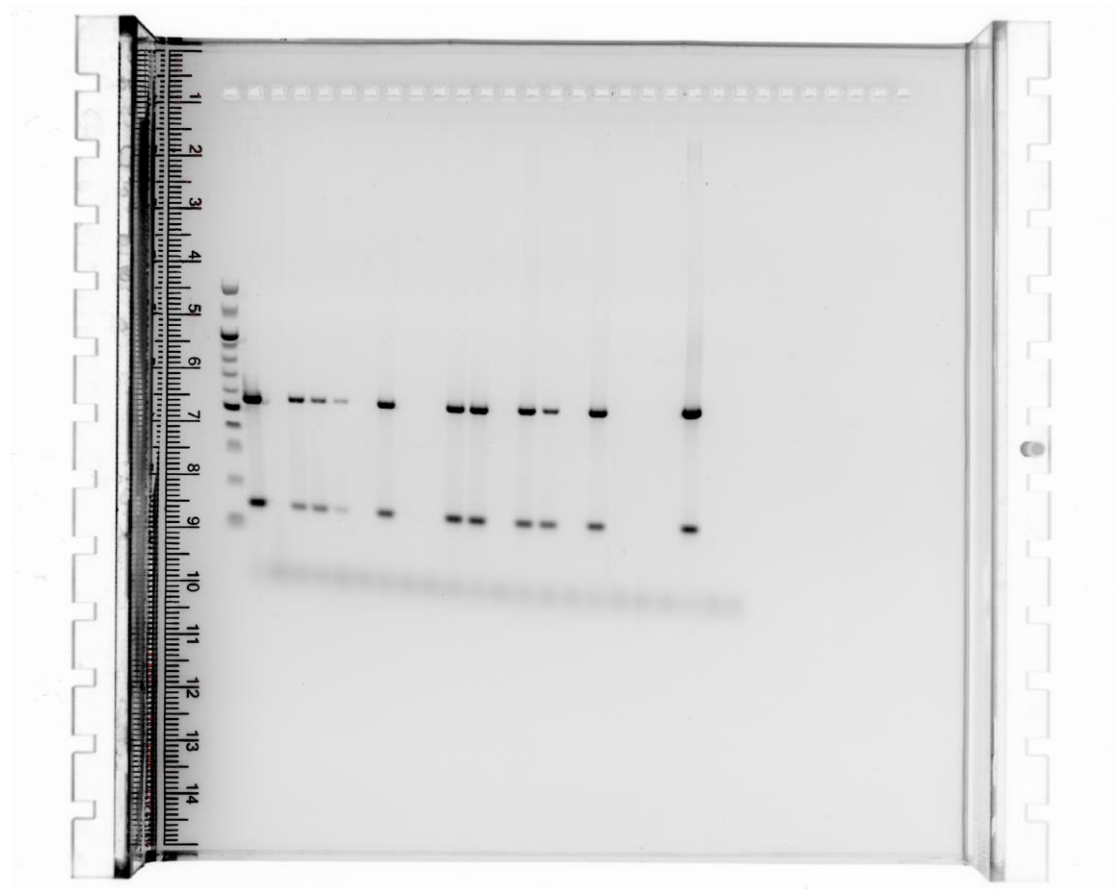

Full unedited gel with marked bands  
used in the figure

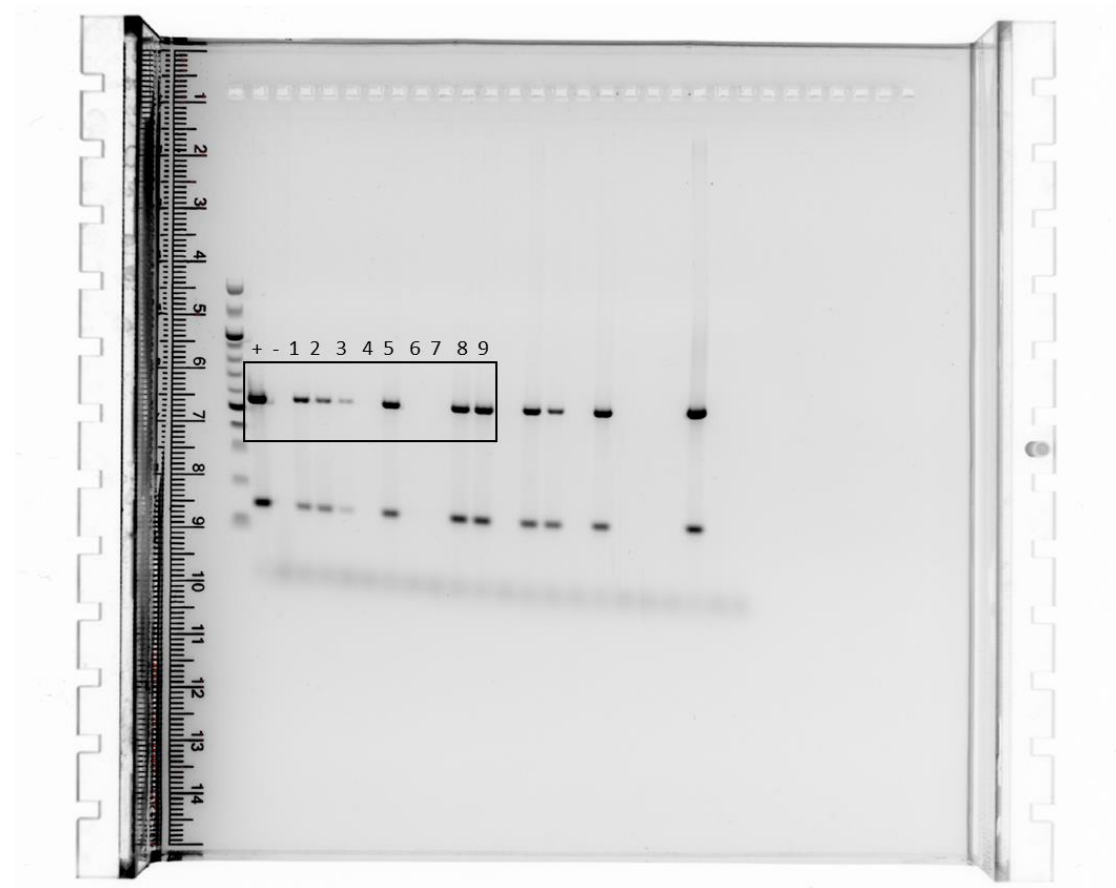

# Full unedited gel for Figure 2N

Full unedited gel

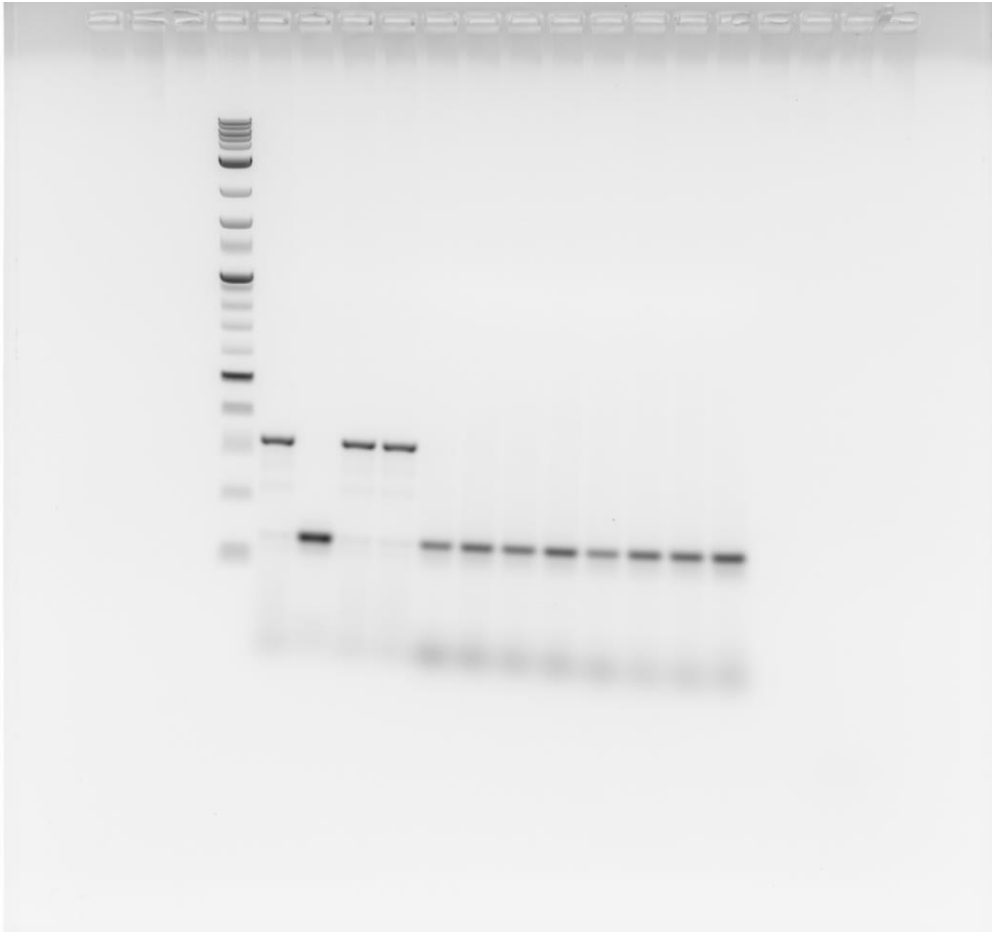

Full unedited gel with marked bands  
used in the figure

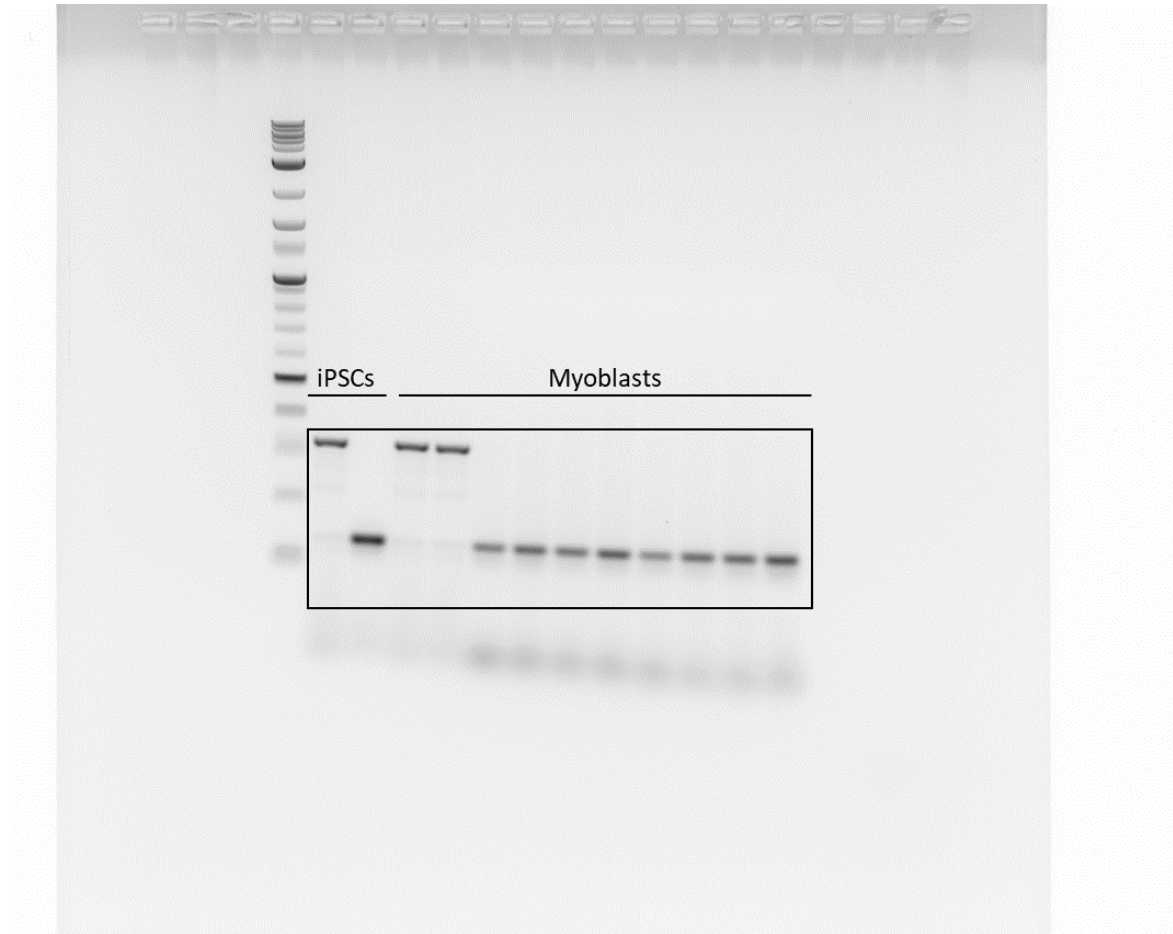

# Full unedited gel for Figure 3F

Full unedited gel

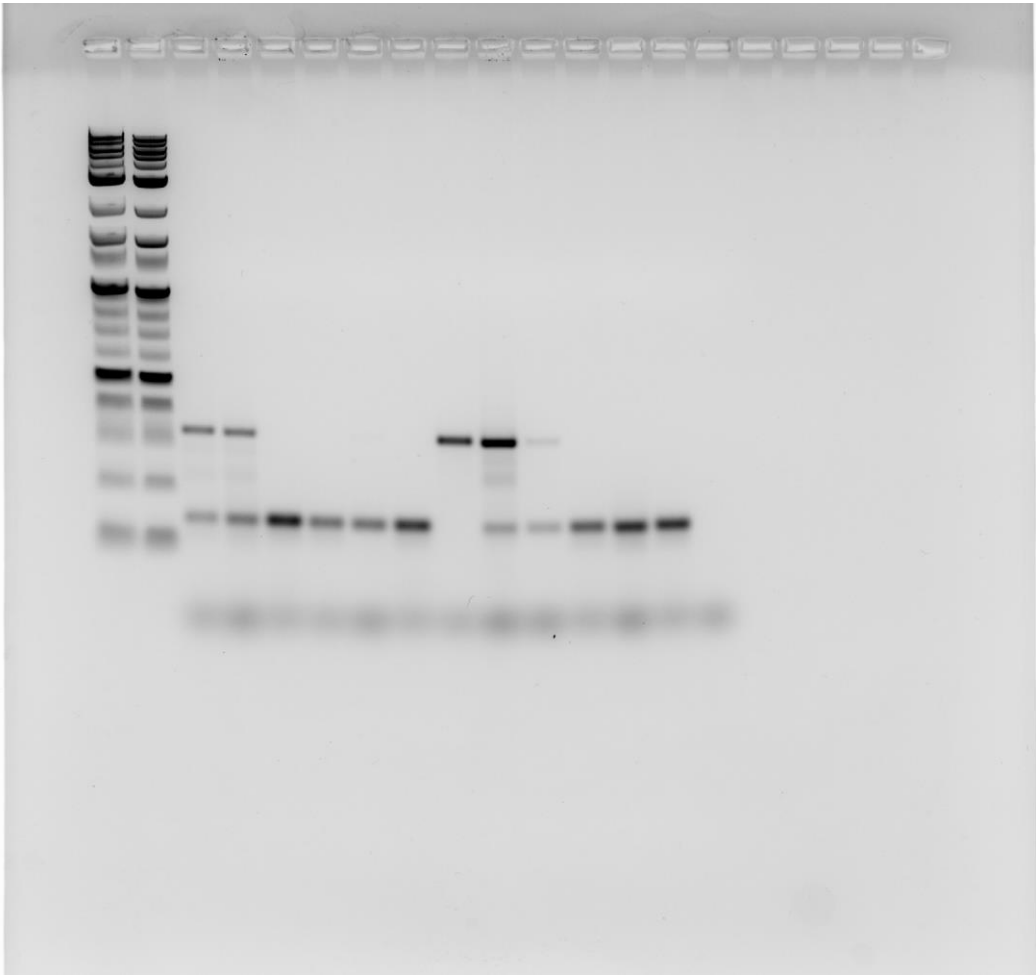

Full unedited gel with marked bands  
used in the figure

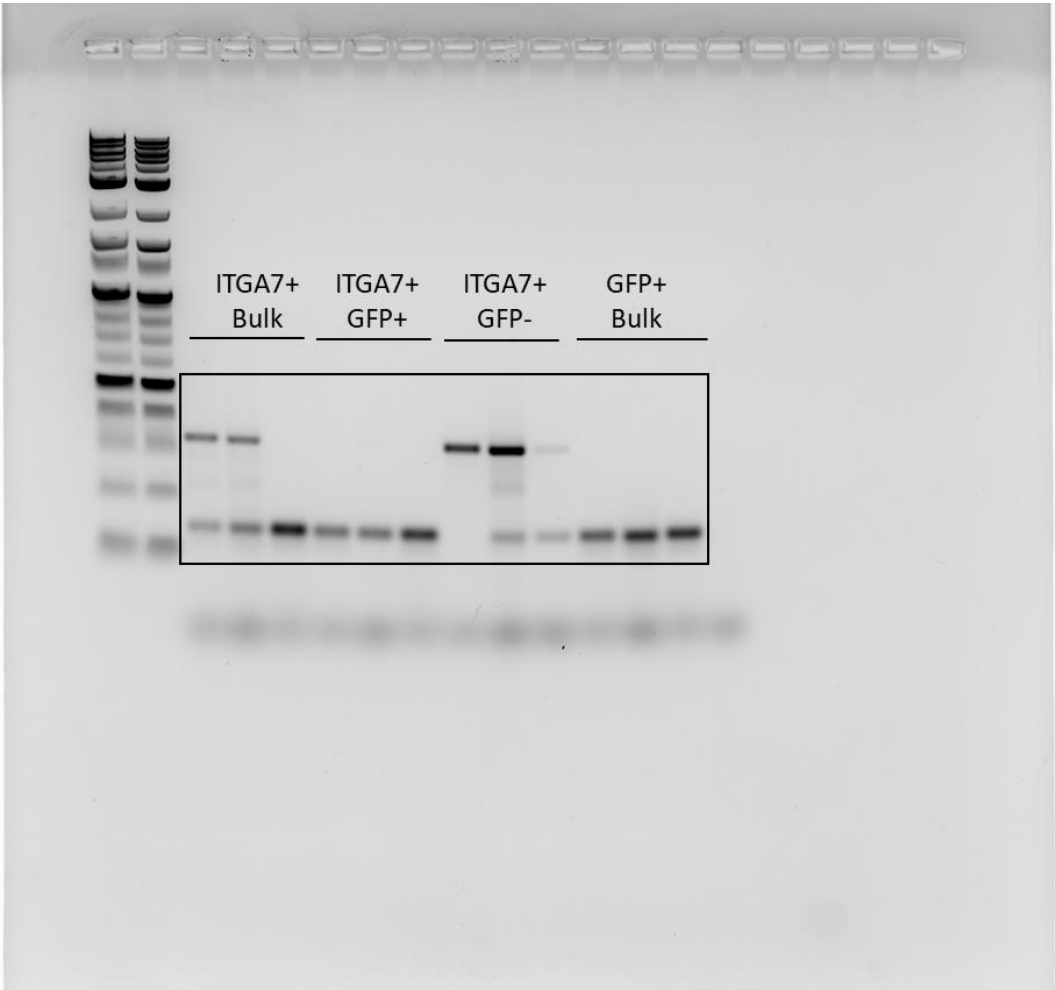

# Full unedited gel for Figures 3H and 3K

Full unedited gel

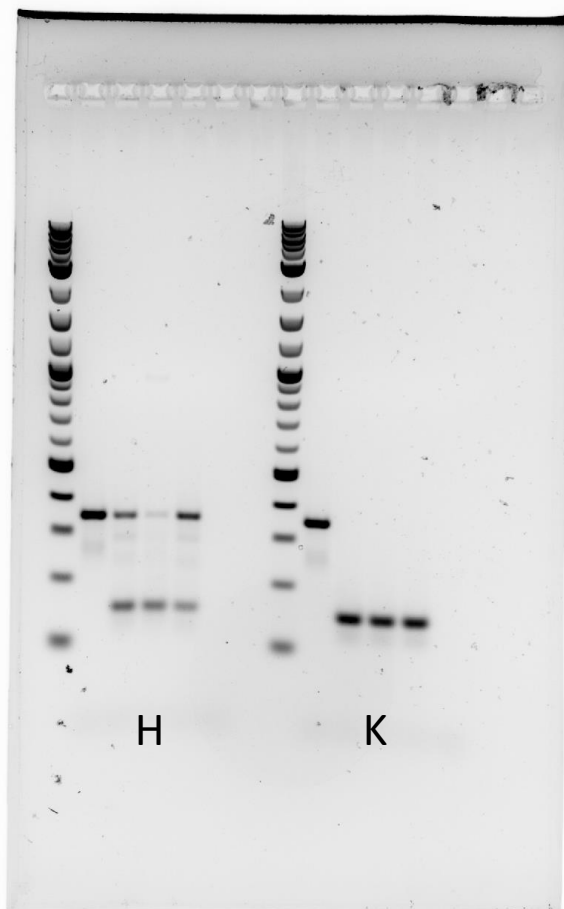

Full unedited gel with marked bands  
used in the figure

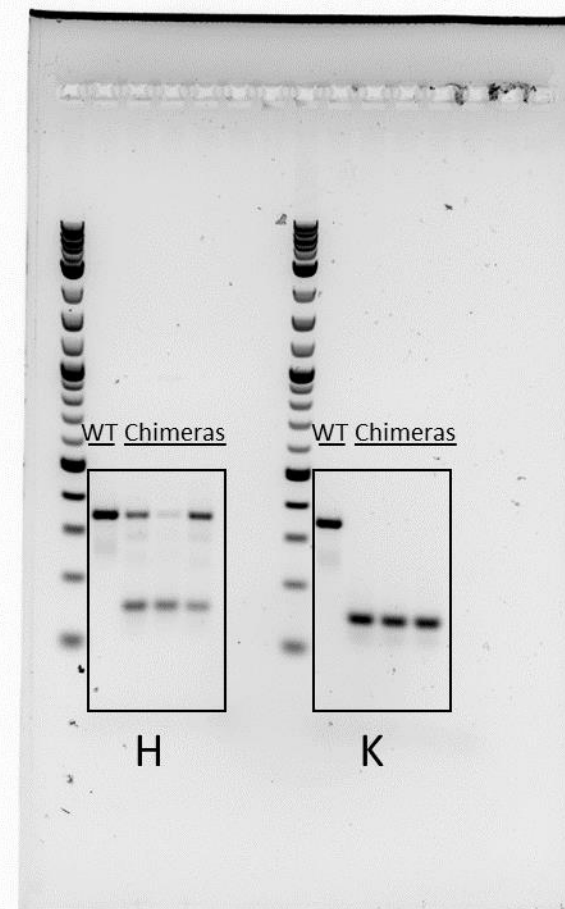

# Full unedited gel for Figure 5D

Full unedited gel

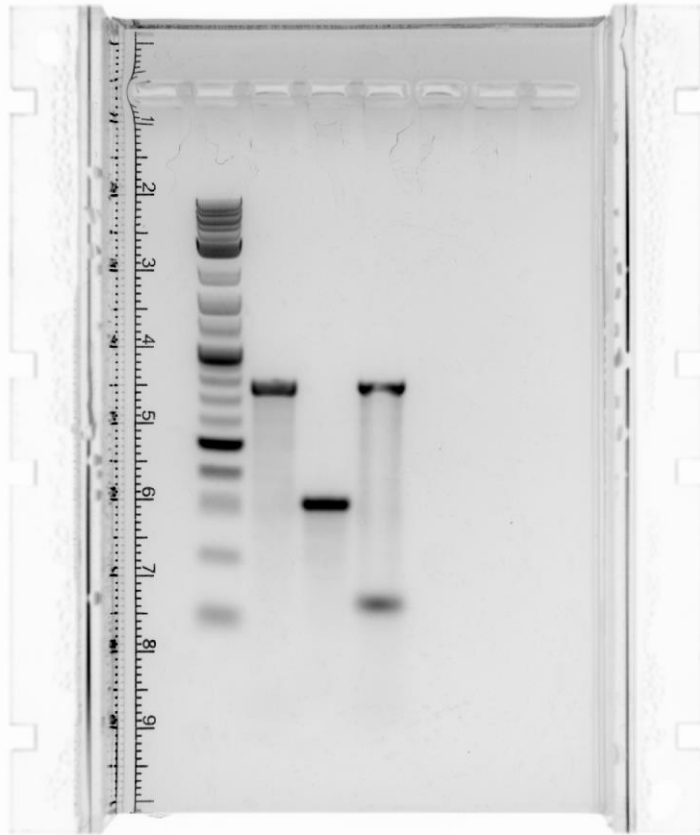

Full unedited gel with marked bands used in the figure

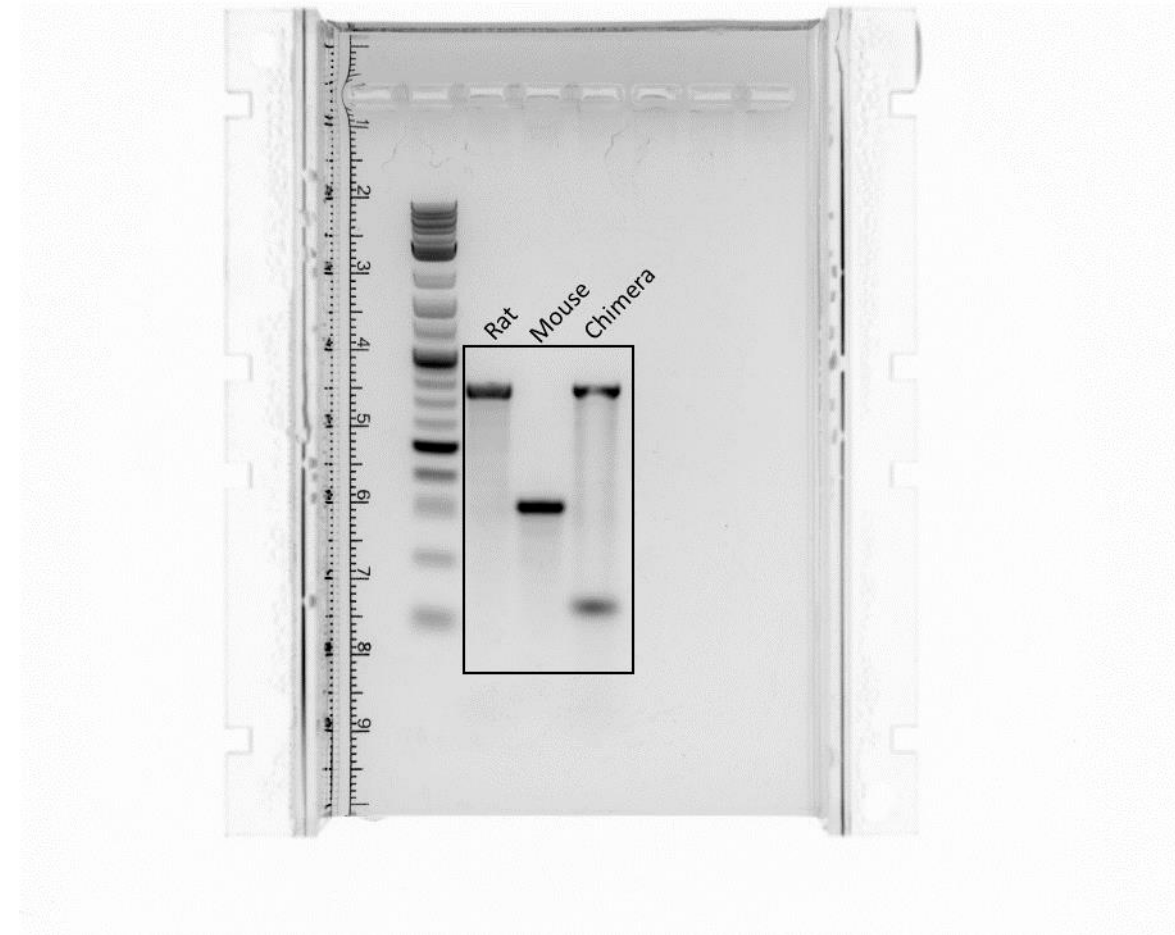

# Full unedited gel for Figure 6D

Full unedited gel

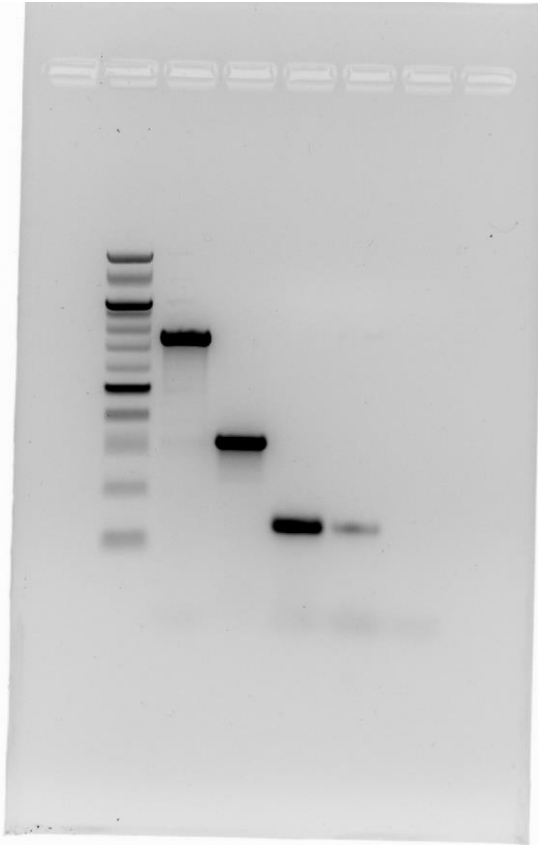

Full unedited gel with marked bands  
used in the figure

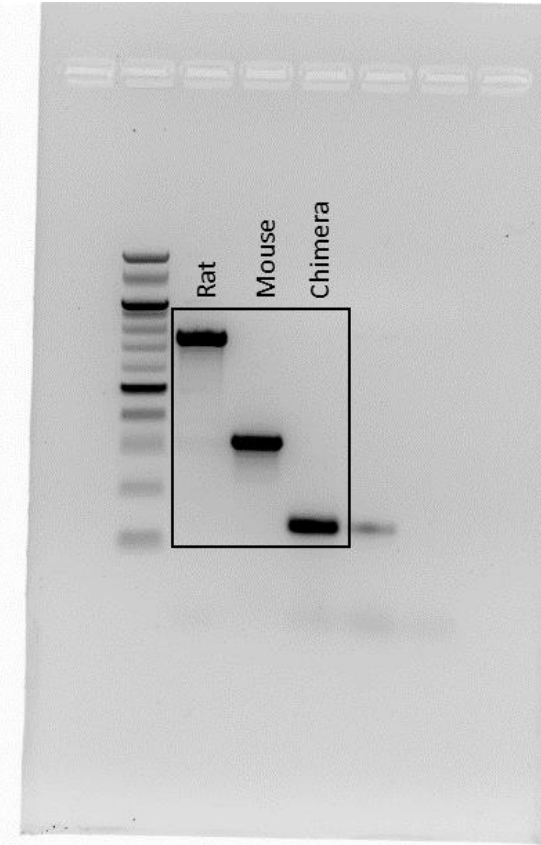

# Full unedited gel for Figure 6E

Full unedited gel

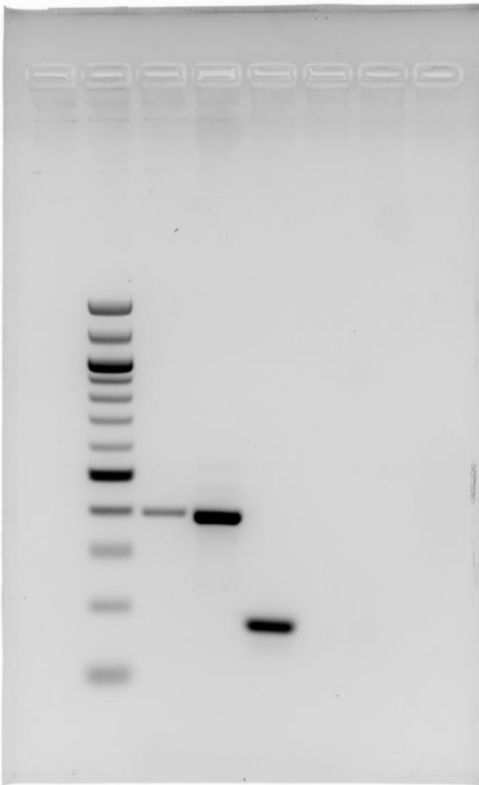

Full unedited gel with marked bands used in the figure

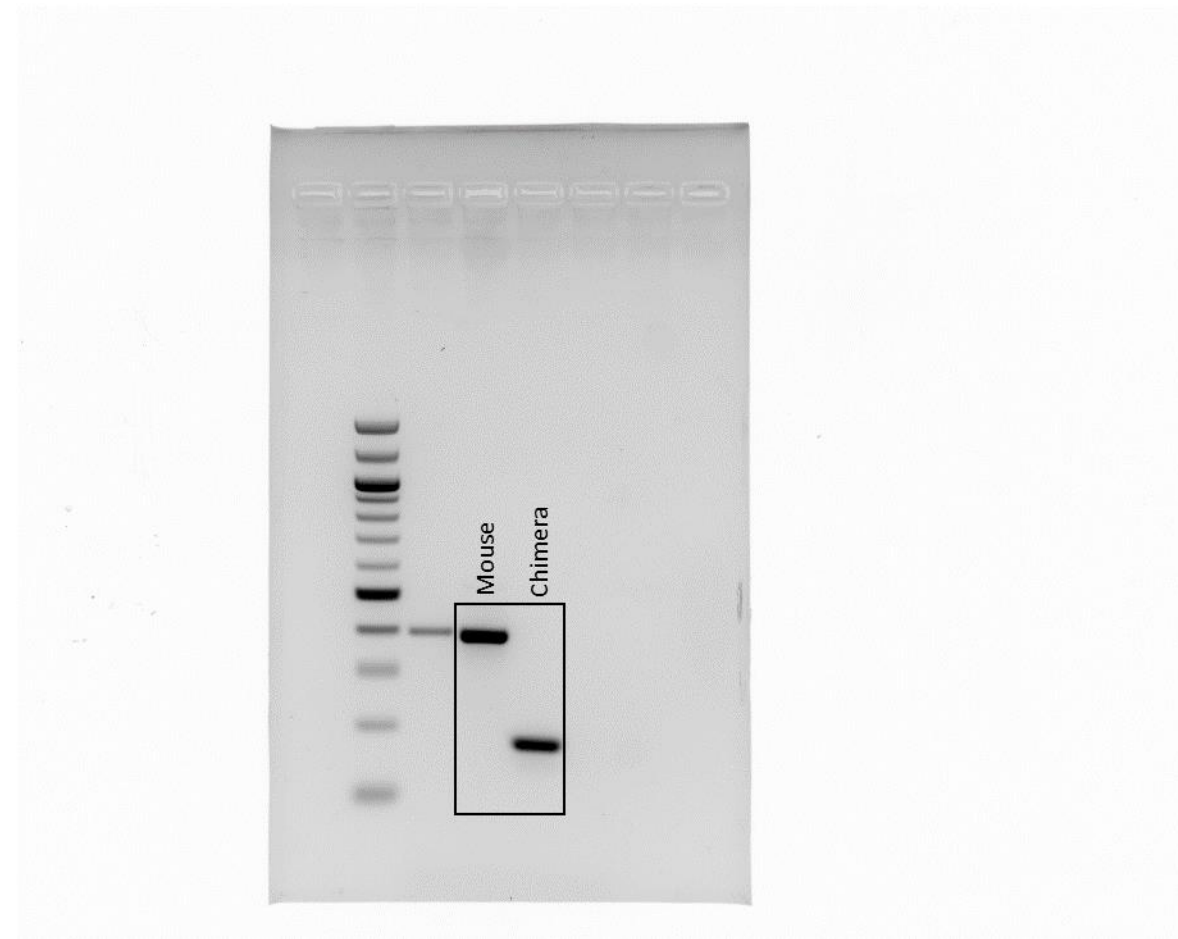

# Full unedited gel for Figure 7I

Full unedited gel

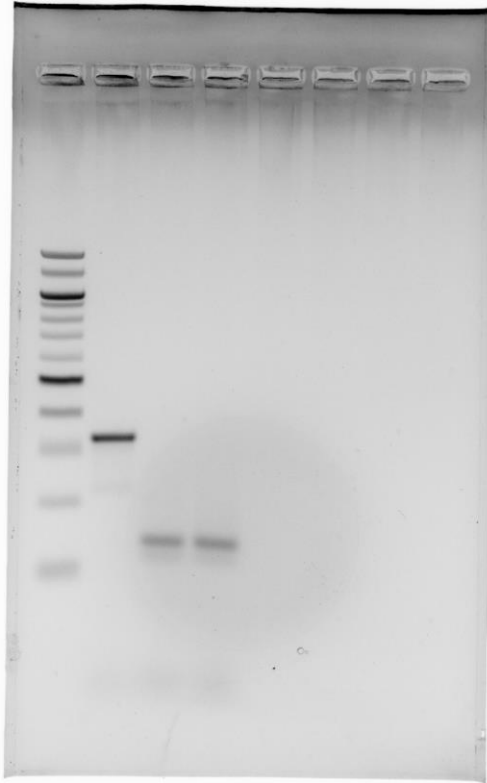

Full unedited gel with marked bands  
used in the figure

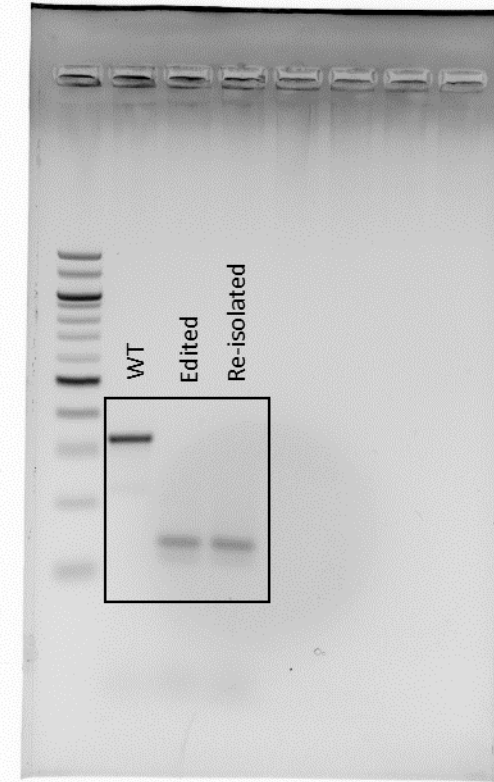

# Full unedited gel for Supplemental Figure 1A

Full unedited gel

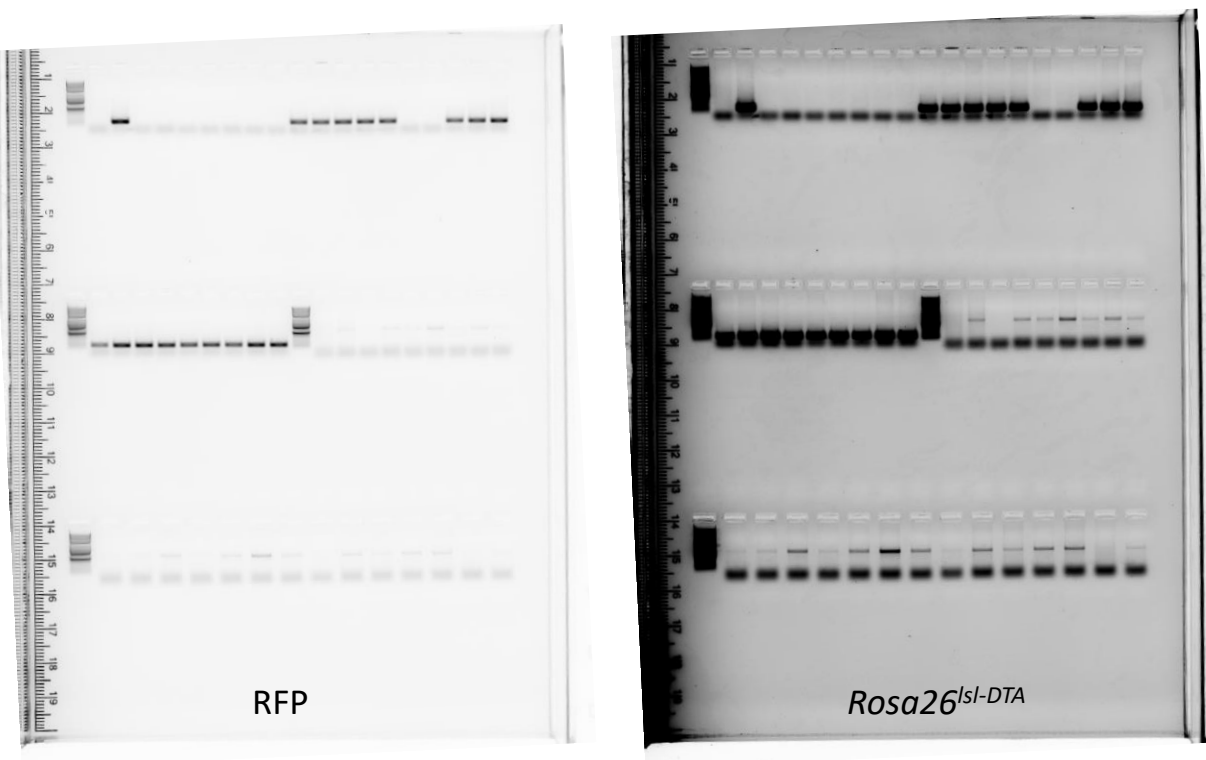

Full unedited gel with marked bands used in the figure

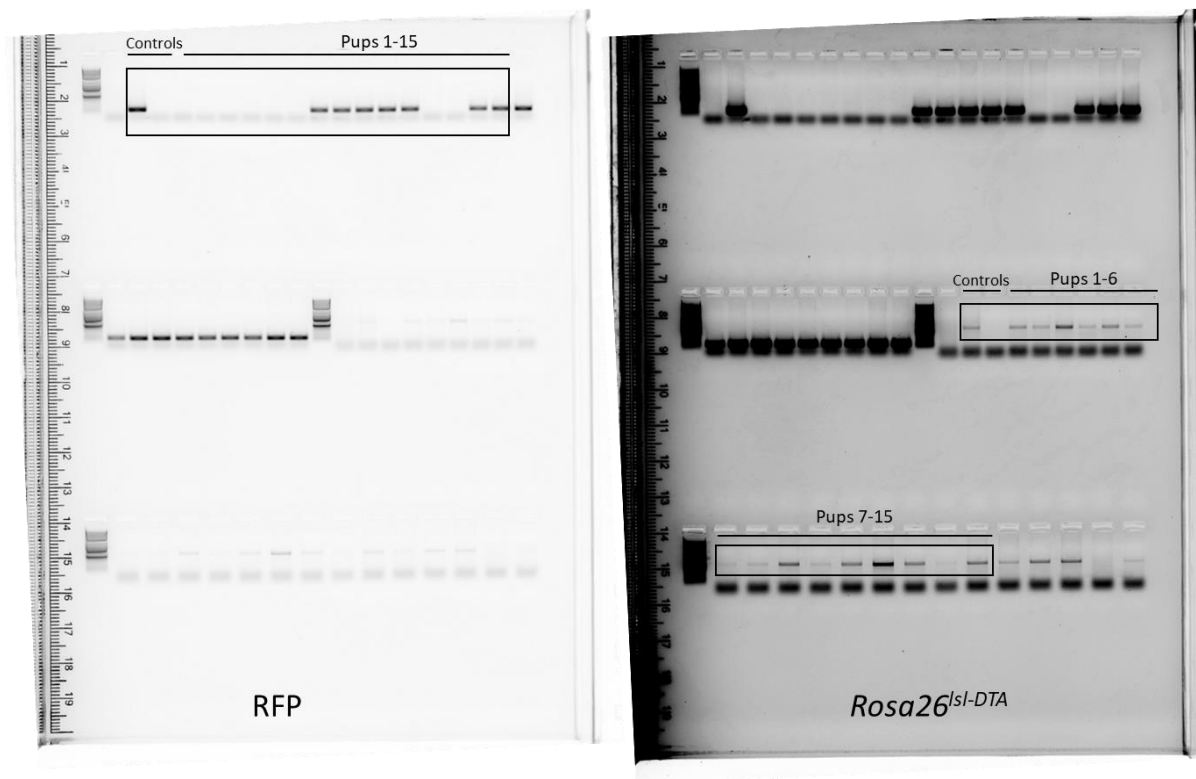

# Full unedited gel for Supplemental Figure 2I

Full unedited gel

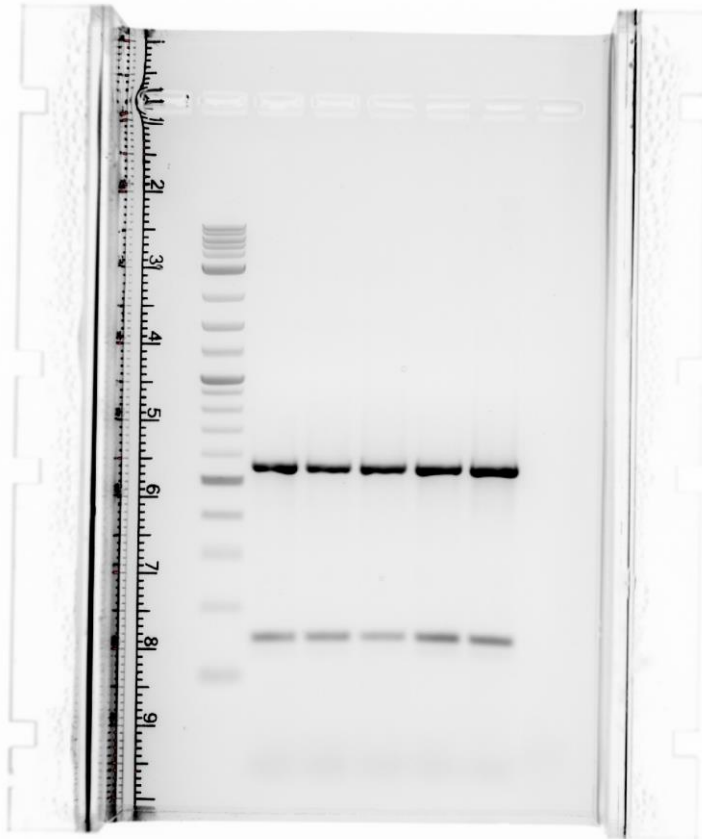

Full unedited gel with marked bands used in the figure

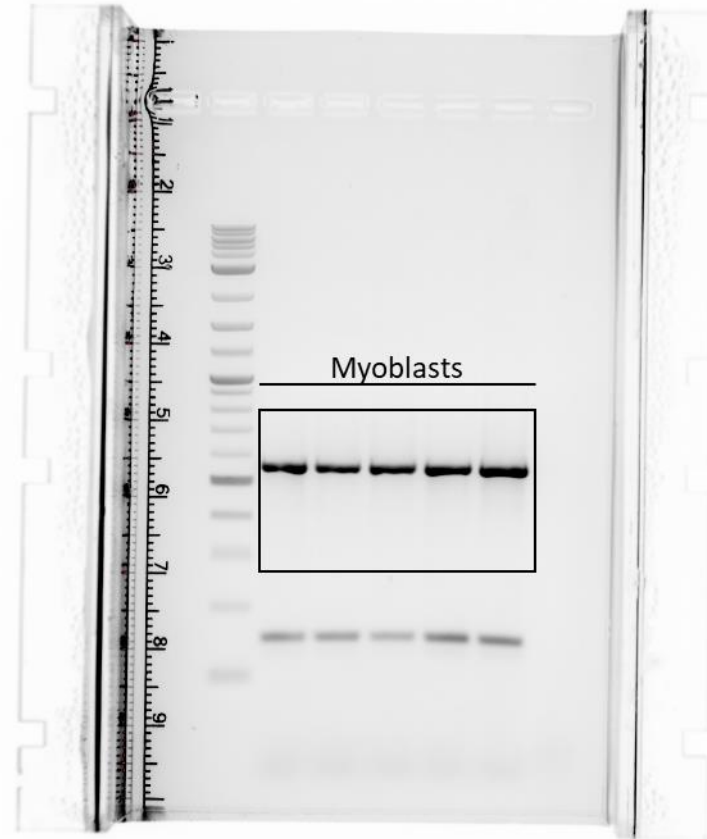

# Full unedited gel for Supplemental Figure 2J

Full unedited gel

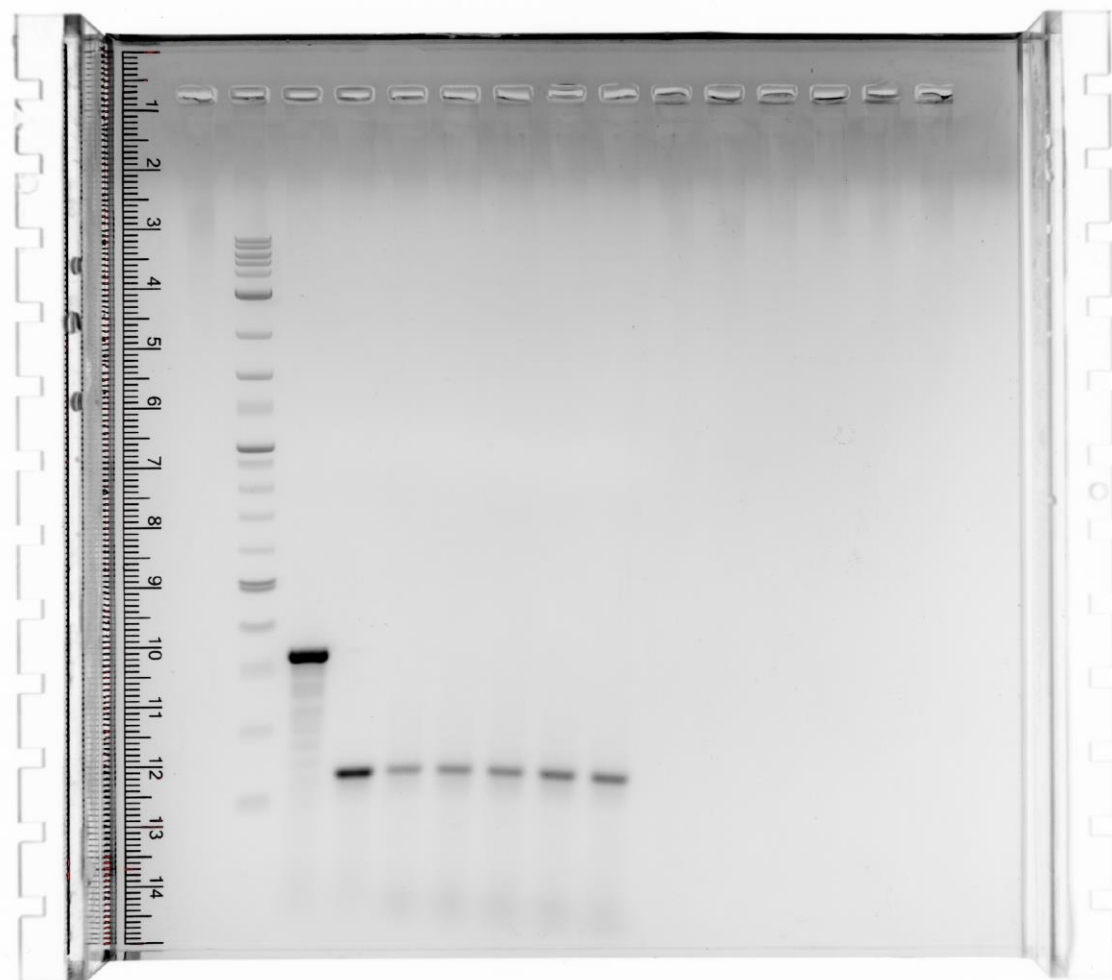

Full unedited gel with marked bands  
used in the figure

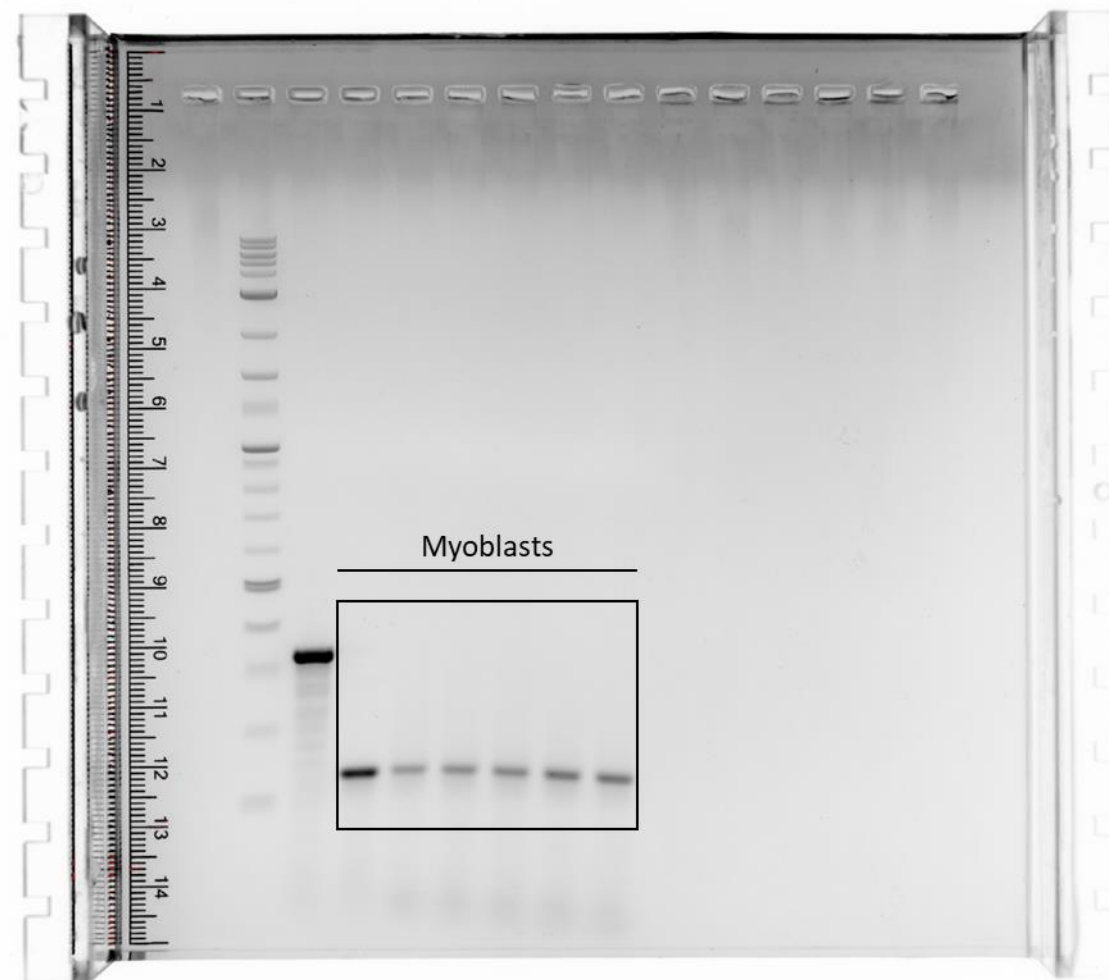

# Full unedited gel for Supplemental Figure 3G

Full unedited gel

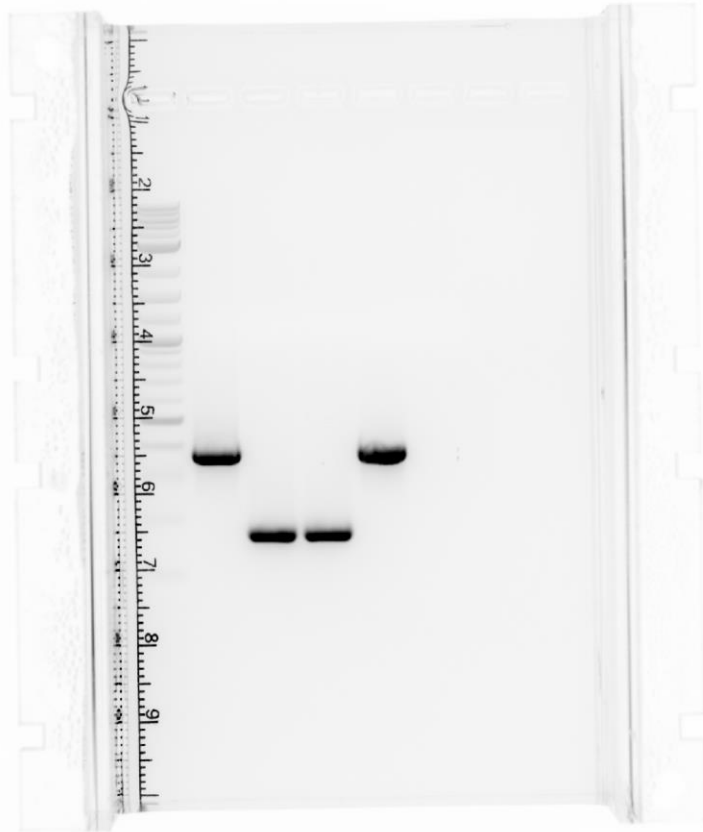

Full unedited gel with marked bands  
used in the figure

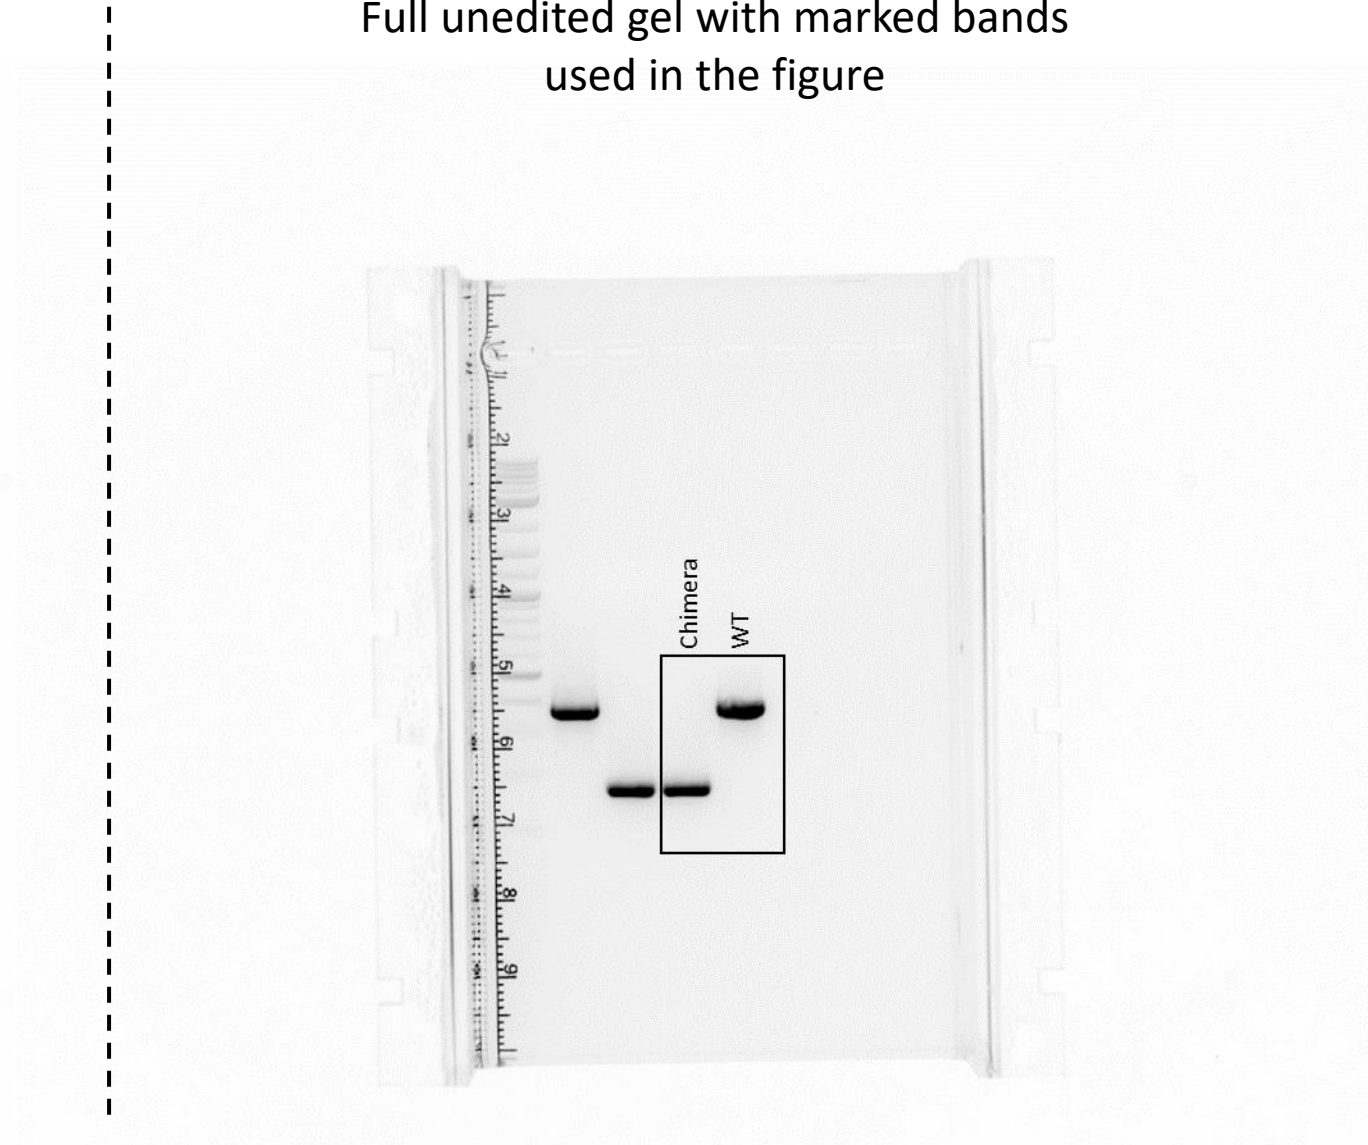

# Full unedited gel for Supplemental Figure 4A

Full unedited gel

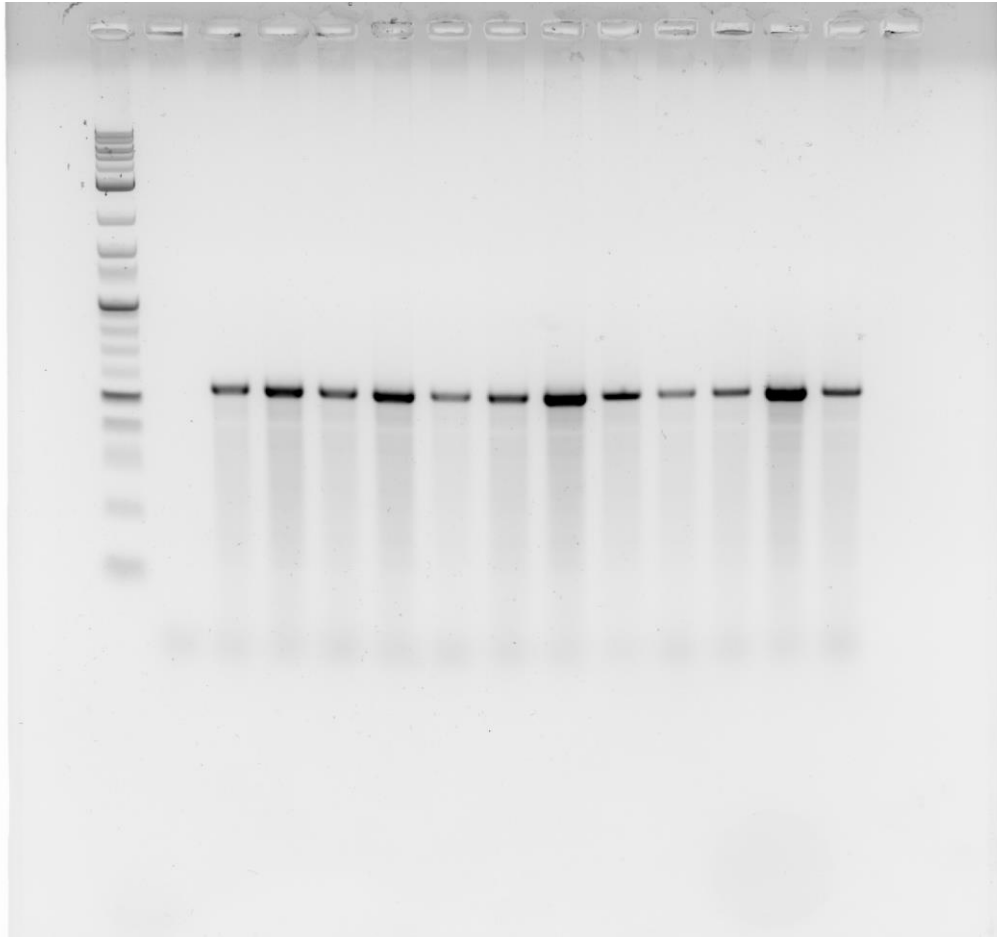

Full unedited gel with marked bands  
used in the figure

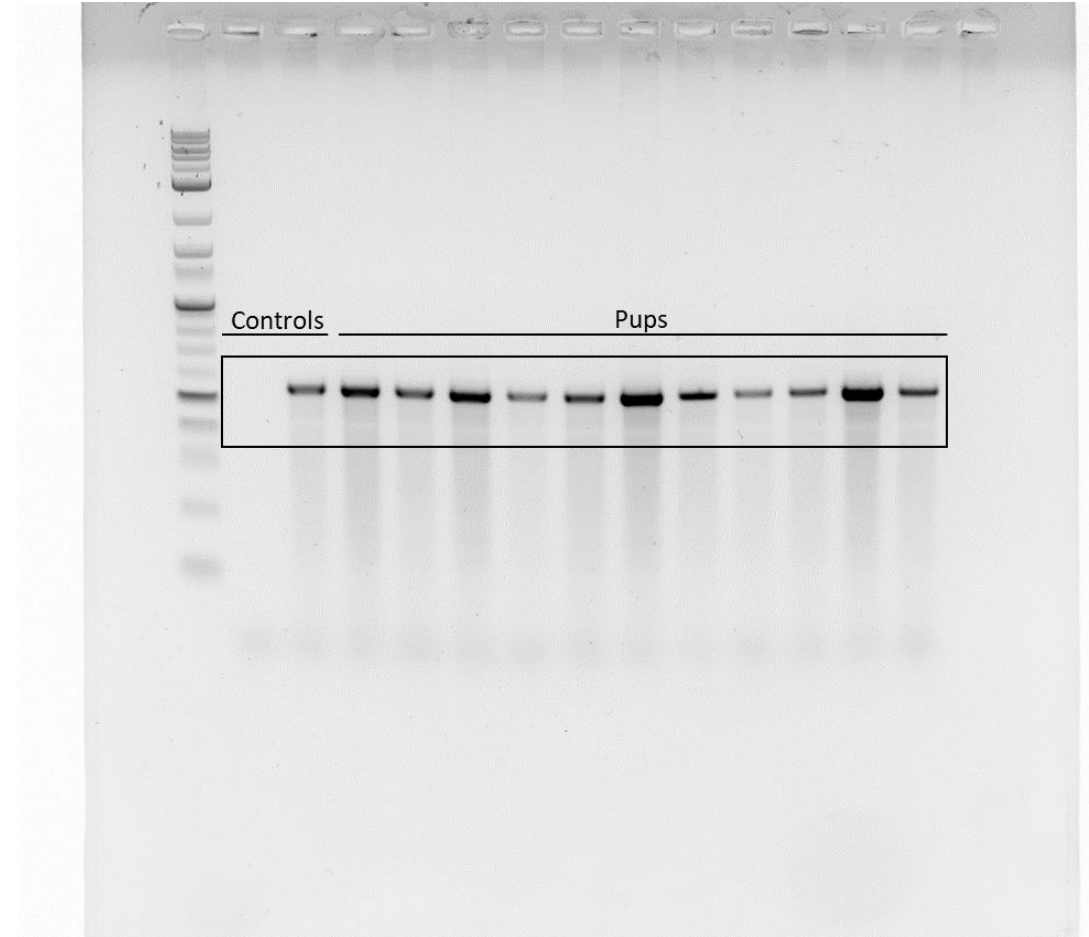

# Full unedited gel for Supplemental Figure 7B

Full unedited gel

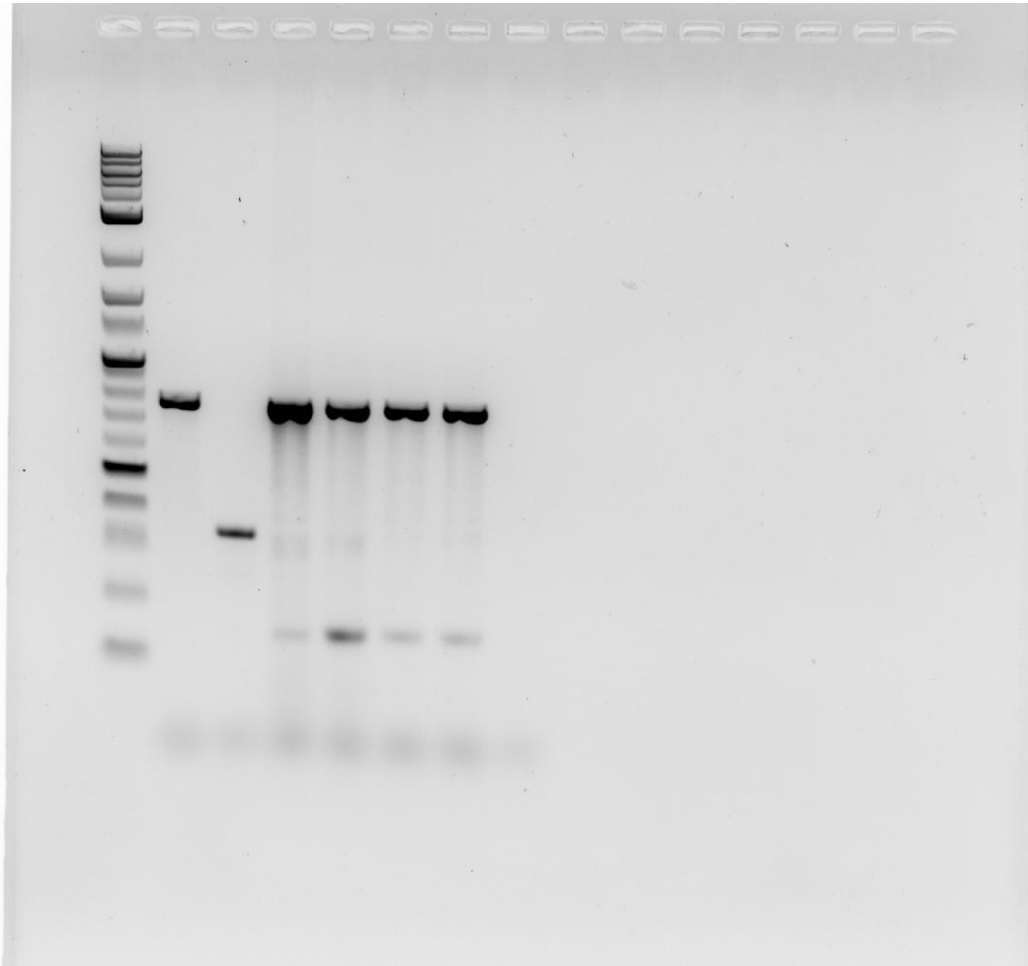

Full unedited gel with marked bands  
used in the figure

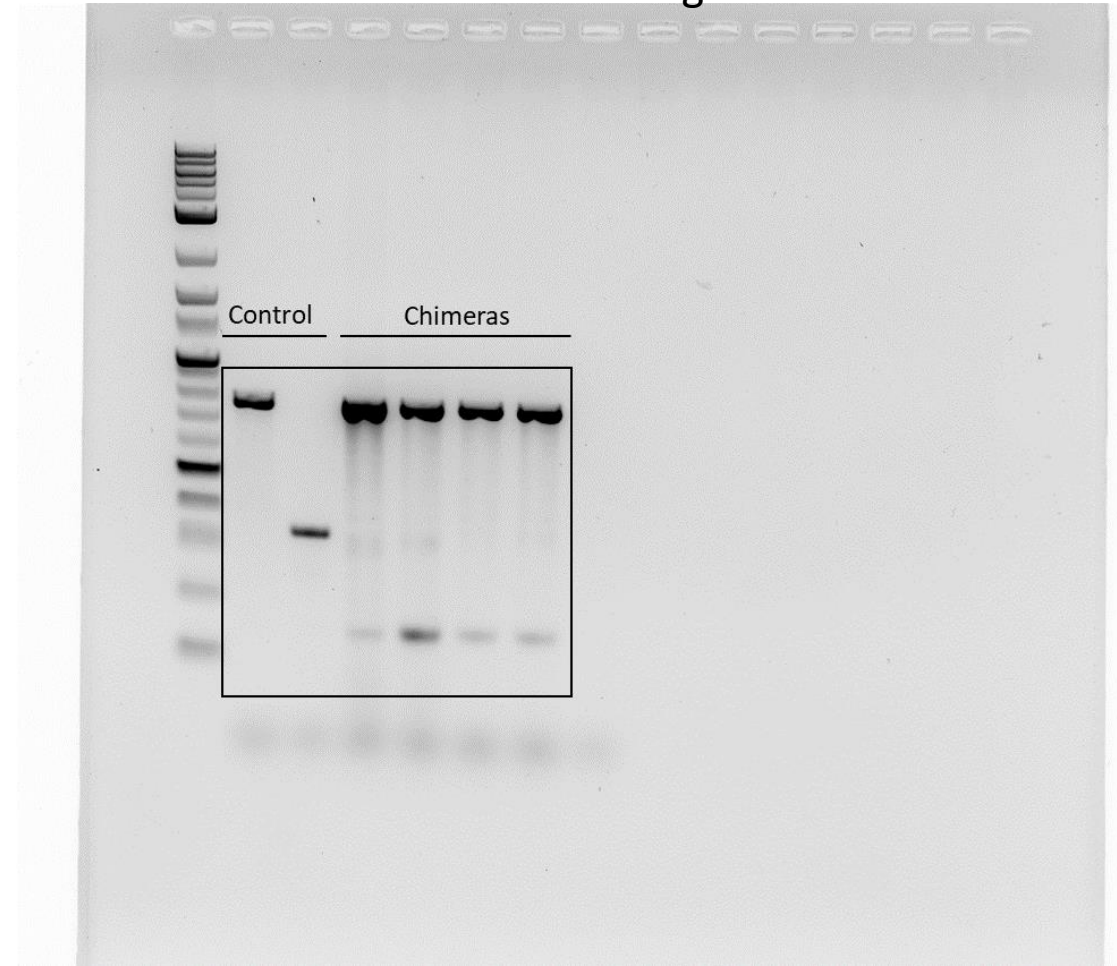

# Full unedited gel for Supplemental Figure 7C

Full unedited gel

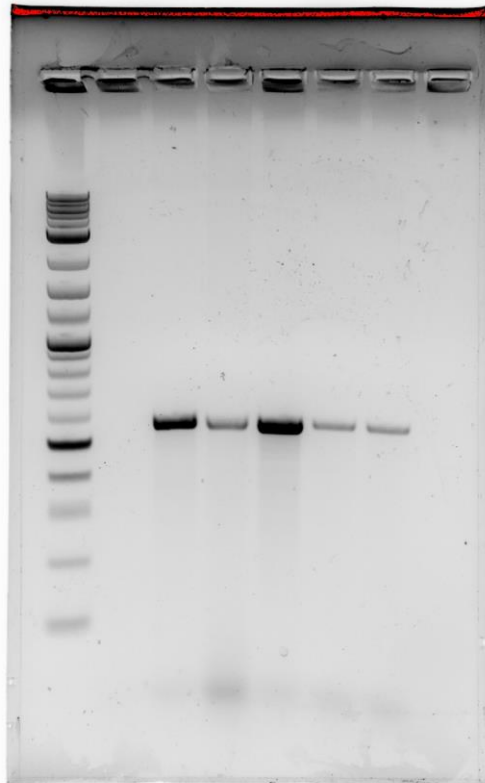

Full unedited gel with marked bands  
used in the figure

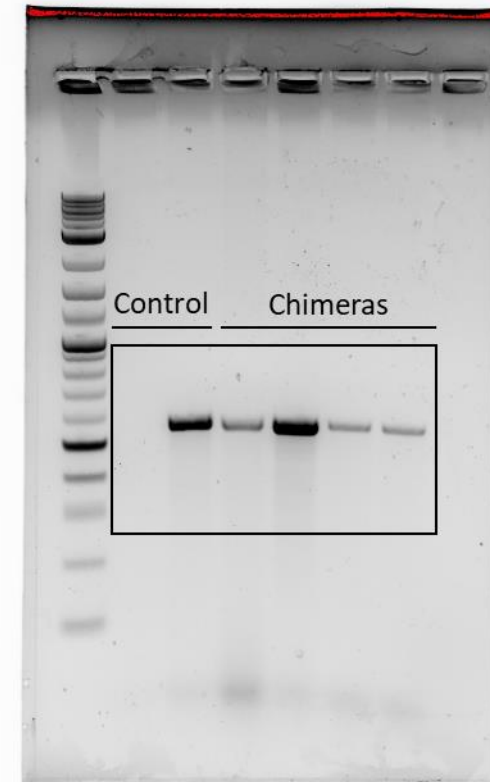

# Full unedited gel for Supplemental Figure 7E

Full unedited gel

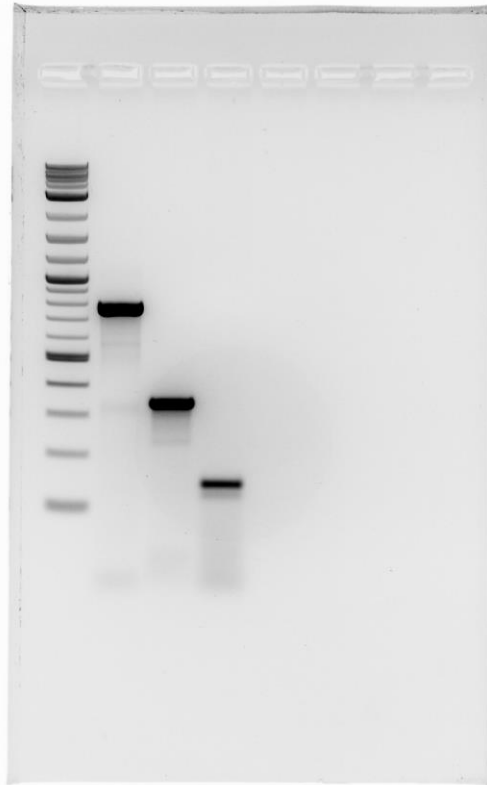

Full unedited gel with marked bands  
used in the figure

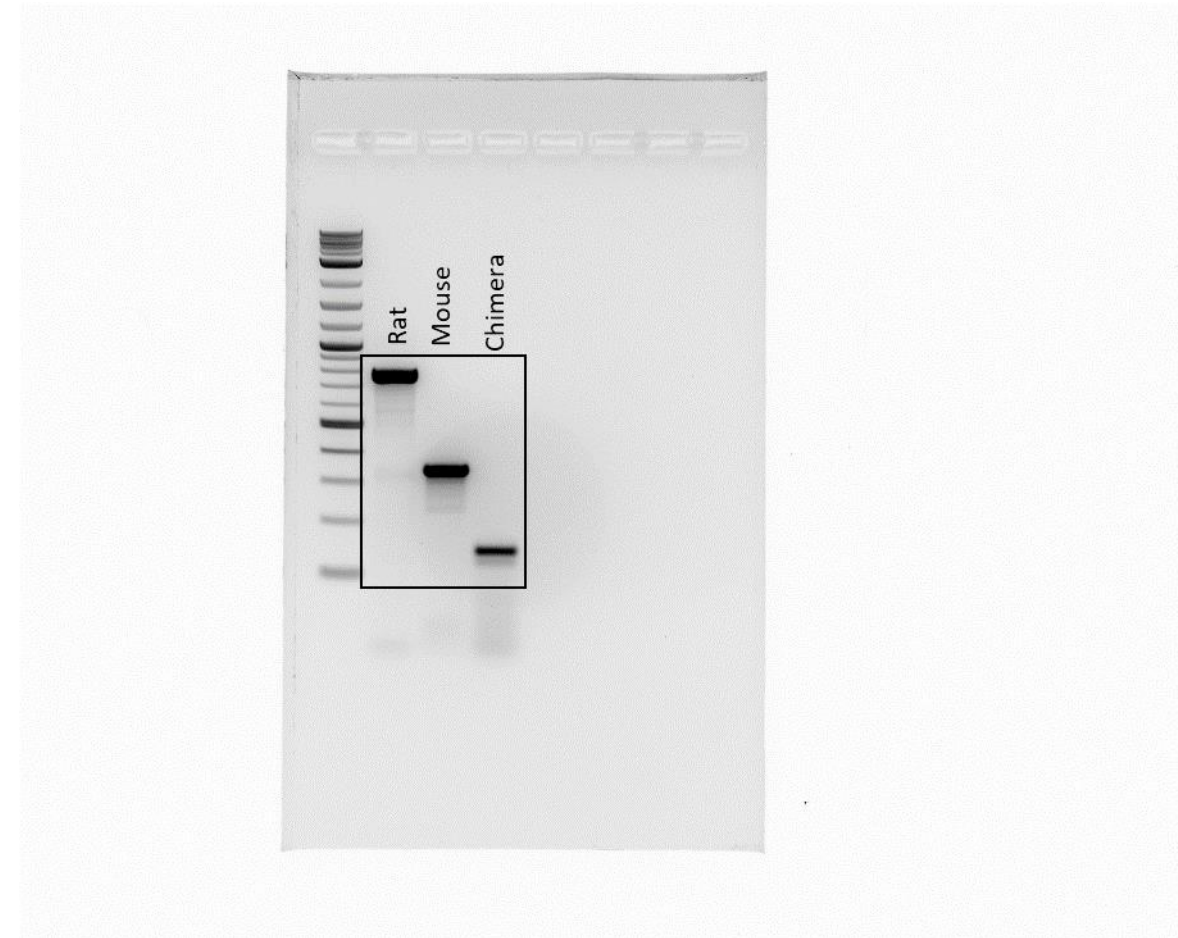

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

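RNA-seq libraries of 3 edited Dmd-mdx; Pax7-nGFP myoblast lines (66, 67 and 72) were used, which form 1 condition. The line was taken as the replicate. Which of the lines came from tamoxifen-injected chimeras is not given in the sample labels, so the lines were not split into groups. Myoblasts of Pax7-nGFP mice and MEFs were not analysed here.

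The authors deposited, for each transcript, an estimated count, made by splitting each read between the transcripts it fits, with no further normalization. The authors also deposited TPM values, in which the estimated count is divided by the effective length of the transcript and scaled to 1000000 over all listed transcripts of a library. The paper's text and the sample labels do not name the program, its version, the genome build, the annotation or the strand setting, and the Supplemental Methods were not used here. The columns have the layout of kallisto's output table, and the effective lengths differ between libraries. Total estimated counts were 73274315, 66972426 and 70272367 in lines 66, 67 and 72. A count of 0 allows up to 3 counts, which was used as the limit of detection. Such limits cover counting error only. The 95% intervals of the chromosome shifts belong to medians over genes, which are not independent replicates.

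Transcripts were matched by identifier to GENCODE release M21 (GRCm38), which also gave gene symbols and coordinates. Of 121798 transcripts, 1112 had no match and were left out, and 509 of the matched transcripts had another length than in that release (between 0.469% and 0.487% of counts). TPM values and estimated counts were each summed per gene, which gave 35562 genes. Levels were given as log2(TPM + 1). A gene was called detected with a TPM above 0 in at least 1 line (25510 genes), and comparisons between lines used the 8428 genes with a mean of at least 10 TPM.

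The gene lists, the tests described here and the alternatives were chosen before the data were examined, apart from the measure of shared sequence. Some tests of explanations were chosen later, as stated where they are given. The 18 lists came from general knowledge, from genes named in the paper and from the top 20 markers of 5 mouse cell clusters in Supplemental Data Set 1. For 2 genes an older symbol was used, and no list gene was left without a match. The genes named are those of the lists, the 5 with the highest mean level, and the 5 with the largest range between lines among genes with a mean of at least 10 TPM. A few further genes were named after their values were seen, as stated beside them. The median of each list was set against 10000 random lists of the same size drawn from detected genes. The difference between the myoblast and fibroblast lists was tested with an exact sign-flip test over the 3 lines, and the single-cell lists with permutation tests across genes (100000 resamples, Benjamini-Hochberg adjustment, threshold 0.05). Lines were compared by correlation across genes, by the genes over 2-fold apart, by a chi-square test of the counts, and by the biological coefficient of variation from an intercept-only fit of edgeR, for which the estimated counts were rounded to whole numbers. Genes of one line that differed from both other lines were counted without a p-value, since there is no replicate. For each chromosome, the median log2 ratio of a line to the mean of the other lines, relative to the median of all genes, was set against 10000 random gene sets. Sequence shared between genes was measured as the percent of 31-base words of a gene that occur in no other listed gene.

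The alternatives were a pseudocount of 0.1, a background or filter at a mean of 1 TPM, CPM in place of TPM, edgeR's TMM scaling and DESeq2's size factors (both applied to estimated counts, without correction for length), a fold threshold of 4, and leaving out each line in turn. The methods were tested on simulated counts for 35562 genes. Of 200 genes changed 4-fold in 1 line, 96% were called, all with the right sign, and 11 unchanged genes were called among the 8428 genes compared. A simulated gain of chromosome 9 with a log2 shift of 0.58 was recovered as 0.57, and a simulated coefficient of variation of 0.2 as 0.227 (15902 genes). The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.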

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

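The tests of pluripotent cells, of shared reads and of an active Y chromosome were chosen only after the counts were seen, and those of the reprogramming cassette and of immune or endothelial cells were not. In each of the results here, transcripts that the paper does not discuss for these lines were above the 3 counts that a count of 0 allows in every line. The control libraries of the paper were not analysed here, so these counts were set against that limit alone. The libraries hold 1 condition, so no explanation by a treatment or another difference between conditions was tested.

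Pou5f1 had 465, 481 and 457 estimated counts in lines 66, 67 and 72, and Sox2 had 348, 366 and 394. Pluripotent cells among the myoblasts are argued against by Zfp42, Dppa4, Dppa5a, Utf1, Lin28a, Fgf4 and Tdgf1, none of which passed 3 counts or 0.0996 TPM in any line. Reads split with listed paralogs or pseudogenes are argued against by the Pou5f1 counts, which lie no farther than 0.0003 from a whole number, although 11.3% of its 31-base words also occur in Gm19553. Shared reads assigned wholly to Pou5f1 would also give whole numbers and are not excluded. A candidate explanation that stays open is residual expression of the STEMCCA cassette used for reprogramming, which would carry both genes on 1 transcript. Per kilobase of coding sequence (1059 bases for Pou5f1 and 960 for Sox2), the ratio of Sox2 to Pou5f1 counts was 0.826, 0.839 and 0.951 in lines 66, 67 and 72. Klf4 (28.0, 34.6 and 20.6 TPM) and Myc (61.5, 70.1 and 70.0 TPM) were higher than both, and the tables do not separate cassette transcripts from those of the endogenous genes.

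Other pluripotency genes were also above the limit. The lowest count of the 3 lines was 12.3 for Nanog, 194 for Esrrb and 17.0 for Tfcp2l1. Nanog and Tfcp2l1 counts were not whole numbers, so some of their reads were shared with other transcripts, whereas 100% of the 31-base words of Esrrb occur in no other listed gene. The source of the Esrrb reads was not tested.

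Among the genes of the surface markers used to exclude other cells, Pecam1 (CD31) had at least 35.1 counts and Ly6a (SCA1) at least 109 counts in every line, with mean levels of 0.423 and 3.18 TPM. Ptprc (CD45) had 1, 3 and 7 counts in lines 66, 67 and 72. A large share of immune or endothelial cells in the lines is argued against by the single-cell lists of those cells, whose median log2(TPM + 1) was at most 0.15 in any line. A small share, which could give counts as low as those of Pecam1, would leave these medians low too and is not excluded. In the endothelial list, Egfl7 (6.78, 9.27 and 6.14 TPM in lines 66, 67 and 72) and Stmn2 (18.9, 49.4 and 12.8 TPM) went the other way and were above Pecam1, whereas Gpihbp1 had a count of 0 and Fabp4 at most 4 counts in any line. The source of the Egfl7 and Stmn2 reads was not tested. Expression of Pecam1 and Ly6a at a low level by the myoblasts themselves was not tested.

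On the Y chromosome, Kdm5d had at least 15.6 and Uty at least 5.63 estimated counts in every line. An active Y chromosome is argued against by Ddx3y and Eif2s3y, which had a count of 0 in all lines. This count allows Eif2s3y at most 0.0126% of the count of its X-linked paralog Eif2s3x in any line. Kdm5d came to 0.188%, 0.252% and 0.358% of the Kdm5c count in lines 66, 67 and 72. The Kdm5d and Uty counts were not whole numbers, so some of their reads were shared with other transcripts.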

How the results depend on the processing

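No alternative was added after the results were seen. The difference between the myoblast and fibroblast lists stayed positive under each of its alternatives other than the change of background, which cannot move it, from 6.59 to 8.07, with an exact p that 3 lines do not allow to fall below 0.25. The single-cell comparisons, which the background does not enter either, kept their direction and their side of the threshold under the pseudocount of 0.1, without each line and with CPM, except that the progenitor list minus the myocyte list was -2.85 with CPM, with an adjusted permutation p of 0.39 (0.025 to 0.046 under the other alternatives); the cause was not tested. The number of chromosome and line pairs beyond every random set was 22, and 24 and 23 under its alternatives.

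With CPM, which does not divide by length, the myoblast level was 8.74 in place of 7.30, the sum of the Y-linked genes 0.454 CPM in place of 0.219 TPM, and the sum of the imprinted genes 9447 CPM in place of 3403 TPM. With a background of genes with a mean of at least 1 TPM, which removes low genes from the random lists, 2 other lists in place of 4 lay above the middle 95% of random lists in every line, and 5 in place of 1 lay below it. The 2 above were those of differentiated muscle and cell cycle, and the 5 below were the fibroblast, pluripotency, sort exclusion, Y-linked and X-inactivation lists. The imprinted genes and the dystrophin complex, above it with all detected genes, were then within it in at least 1 line, as were the mouse myocytes in line 66, and the myogenic progenitor list lay below all random lists in every line. Over the fits that left out each line in turn, the number below it was between 1 and 2, with 2 without line 67.

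With genes of a mean of at least 1 TPM, which adds genes, the lowest Pearson correlation between lines was 0.982, the lowest Spearman correlation 0.981 and the most genes over 2-fold apart 273. The genes that differ from both other lines then numbered 98, 70 and 78 for lines 66, 67 and 72, in place of 48, 26 and 26, and 14, 4 and 5 at a fold threshold of 4. The lowest Spearman correlation was 0.977 with TMM scaling and 0.977 with DESeq2's size factors, in place of 0.968. Both were applied to counts in place of TPM, and a factor per library does not change ranks, so the change comes from the unit and not from the scaling. With each line left out, the lowest Pearson correlation was between 0.975 and 0.986, the lowest Spearman correlation between 0.968 and 0.980, and the most genes over 2-fold apart between 73 and 110, with 73 without line 66.

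For single genes, lists and chromosomes, 28 of 270 values under an alternative could not move, because a change of background leaves the median of a list as it is and a gene with a count of 0 stays at 0. Of the other 242 values, 192 moved by less than the spread between lines or kept their side of the random sets, 39 moved with CPM and 9 with the pseudocount of 0.1, and 2 chromosome shifts no longer lay beyond every random set with TMM-scaled counts. No difference or shift changed direction. No paired analysis was possible because the 3 libraries form a single group. The depth limits what can be said of genes at or under 3 counts, such as Ddx3y, Eif2s3y, Lum and Dpt, which were not detectable at this depth.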

Other observations

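The tests of a chromosome copy in part of the cells, of gene clusters, of GC content, of the Y-linked gene list, of an active Y chromosome, of the X to autosome ratio and of H19 were chosen only after the result was seen. The lines form 1 condition, so no explanation by a treatment or another difference between conditions was tested.

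In line 66, genes of chromosome 11 had a median log2 ratio of 0.32 relative to the other lines (95% interval 0.31 to 0.34, 699 genes), and those of chromosome 10 had 0.28 (0.25 to 0.30, 427 genes). In line 72, genes of chromosome 6 had 0.15 (0.14 to 0.18, 398 genes). Apart from chromosomes 6, 10 and 11, the largest shift was 0.08. These chromosomes were singled out after their values were seen, and 22 of the 60 pairs of chromosome and line lay beyond every random set, in part because a shift in one line moves the others the opposite way. A few genes or one cluster are argued against by the 93.0% of chromosome 11 genes above 0 in line 66. Removing the trends with GC content and transcript length left its shift at 0.32. An extra copy of chromosomes 10 and 11 in part of the cells of line 66 may explain the pattern. In that line, 13 of 13 bins of 10 Mb on chromosome 11, and 12 of 13 on chromosome 10, were above 0. In line 72, 15 of 15 bins of chromosome 6 were above 0. Such bins do not single out a copy, since chromosomes 16 and 18 in line 72 had 10 of 10 above 0 at shifts of 0.05. If an extra copy raised each gene in proportion, it would be present in 50.1% of cells for chromosome 11 and 42.5% for chromosome 10. A gain in all cells of line 66, which predicts 0.58, and a partial loss in the other lines cannot be told apart from it, since these ratios give neither the number of copies nor the effect of a copy on expression. Line 66 minus line 67 gave 0.34 and line 66 minus line 72 gave 0.31 for chromosome 11. For chromosome 10, the same pairs gave 0.24 and 0.31. The paper states that the iPSCs were karyotypically normal, and the karyotype of the myoblast lines was not analysed here.

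The paper states that all male MEF lines inherited the Dmd-mdx mutation, and its text does not give the sex of the MEFs behind the iPSC clone. In the myoblast lines, Xist had 7, 3 and 3 counts in lines 66, 67 and 72, and Tsix 0. Cells of a female host embryo are argued against by the Xist level of at most 0.00877 TPM. Missing or shared Y-linked sequence is argued against for Ddx3y, which is listed and has 98.5% of its 31-base words in no other listed gene. An active Y chromosome would give Eif2s3y reads, but its count of 0 allows at most 0.0126% of Eif2s3x. Loss of the Y chromosome and an XX donor that lost X inactivation cannot be told apart from these libraries, because the ratio of the median TPM of X-linked to autosomal genes, 0.867, 0.972 and 1.01 in lines 66, 67 and 72, has no library with a known number of X chromosomes beside it. The paper describes the injected iPSCs as karyotypically normal, which speaks against a Y chromosome already lost in them. A later loss stays open. It would have to cover nearly all cells of each line, since Ddx3y and Eif2s3y had a count of 0 in every line. Loss of an X chromosome from an XX donor was not tested. The paper also reports dystrophin in myotubes of edited but not of unedited iPSCs. An XX donor from its cross of Dmd-mdx females with Pax7-nGFP males would also carry a paternal Dmd copy, so that report speaks against such a donor if the paternal copy was unmutated and active. Of 735 listed Y genes, 2 were above 100 counts in every line, Gm47283 and Gm37158, named after their values were seen. Of their 31-base words, 53.2% and 15.9% occur in no other listed gene. Their counts were not whole numbers, so some of their reads were shared with other transcripts, and they do not show an active Y chromosome.

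Fibroblast cells mixed into the lines would bring all abundant fibroblast transcripts. Col3a1 and Prrx1 were abundant in every line, but Dcn, Lum and Pdgfra were at most 0.454 TPM in any line, which argues against such cells as the source.

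Igf2 had 899, 1199 and 1760 TPM in lines 66, 67 and 72, and H19 1.27, 0.242 and 1.13 TPM. The lowest ratio of Igf2 to H19 was 706. Loss of long non-coding transcripts in the poly(A) library is argued against by Meg3, with at least 64.6 TPM in every line. Loss of H19 reads to other genes is argued against by its 31-base words, 100% of which occur in no other listed gene. Activity of both copies of Igf2 stays open, since counts per gene do not separate the parental alleles. Across lines 66, 67 and 72, Mest had 463, 471 and 1227 TPM, Cdkn1c 5.73, 17.0 and 48.0 TPM, and Grb10 1.75, 8.42 and 18.9 TPM. The median of the 22 imprinted genes was 4.88 on the log2(TPM + 1) scale, and 12 of them were highest in line 72.

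The medians of the remaining lists on that scale, as means over the 3 lines, were 4.81 for the dystrophin complex, 5.97 for other genes named in the paper (Actn1 and Gt(ROSA)26Sor), 4.15 for the reprogramming factors, 0.07 for pluripotency markers, 0.50 for sort exclusion markers, 0.05 for Y-linked genes and 0.0041 for X-inactivation genes. Of the 12 lists other than the myoblast and single-cell lists, 4 lay above the middle 95% of random lists in every line, those of differentiated muscle, cell cycle, imprinted genes and the dystrophin complex. The X-inactivation list lay below it in every line. The single-cell lists had medians of 5.93 for myocytes, 1.77 for myogenic progenitors, 0.12 for endothelial cells, 0.07 for fibro-adipogenic progenitors and 0.03 for immune cells.

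Dmd had 1.97, 4.61 and 3.66 TPM in lines 66, 67 and 72. Its transcript of 14910 bases had 0.321, 0.582 and 0.735 TPM, and these values do not show whether exon 23 was skipped. Of 14 genes of differentiated muscle, 11 were highest in line 72 and 12 lowest in line 66, and all 10 cell cycle genes were lowest in line 66. The genes with the highest mean levels were mt-Atp6 (15275 TPM), Eef1a1 (11654 TPM), mt-Co2 (11418 TPM), mt-Co1 (9237 TPM) and Tpt1 (8169 TPM). The largest ranges between lines 66, 67 and 72 were those of Nnat (0.0166, 6.12 and 64.5 TPM), AI662270 (55.9, 0.0177 and 0.0524 TPM), Rnf32 (84.0, 1.78 and 1.41 TPM), Ccn3 (125, 15.4 and 3.82 TPM) and Tchh (37.0, 0.654 and 0.676 TPM). Line 66 differed over 2-fold from both other lines in 33 genes that were higher and 15 that were lower, line 67 in 9 and 17, and line 72 in 10 and 16.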
